# IGF2BP2 Deficiency in Macrophages Impairs Migration, Reprograms Metabolism, and Limits Tumor Progression

**DOI:** 10.7150/ijbs.122142

**Published:** 2026-02-18

**Authors:** Hanna S. Schymik, Selina Wrublewsky, Marcus Höring, Gerhard Liebisch, Simon Both, Gilles Gasparoni, Caroline Bickelmann, Hanah Robertson, Charlotte Dahlem, Jörn Walter, Volkhard Helms, Matthias W. Laschke, Emmanuel Ampofo, Jessica Hoppstädter, Alexandra K. Kiemer

## Abstract

While insulin-like growth factor 2 mRNA-binding protein 2 (IGF2BP2) has been extensively studied in tumor cells, its role in immune cells within the tumor microenvironment, particularly in macrophages, remains largely unknown. Here, we reveal a critical function of IGF2BP2 in macrophages, demonstrating that myeloid-specific deletion of IGF2BP2 profoundly alters macrophage metabolism and polarization, and markedly impairs tumor progression.

Bulk RNA sequencing of IGF2BP2 knockout (KO) macrophages revealed significant alterations in gene expression profiles, particularly impacting pathways associated with glycolysis, mitochondrial function, cell motility, and cell migration. Functional assays confirmed increased glycolytic activity and a concomitant reduction in maximal respiration and reserve respiratory capacity, indicating a metabolic shift towards glycolysis. Furthermore, IGF2BP2 deficiency impaired tumor-associated macrophage (TAM)-like polarization *in vitro*, as evidenced by decreased expression of TAM markers, such as *Mrc1*, *Mmp2*, and *Il10*. Lipidomic profiling revealed distinct lipid signatures in IGF2BP2 KO TAM-like macrophages, including alterations in triglycerides and cardiolipins, crucial for mitochondrial integrity.

*In vivo*, deletion of IGF2BP2 specifically in the myeloid lineage was sufficient to reduce tumor growth in a subcutaneous Lewis lung carcinoma model, accompanied by decreased TAM infiltration and a shift towards a pro-inflammatory macrophage phenotype. Additionally, IGF2BP2-deficient macrophages showed impaired migratory capacity both *in vitro* and *in vivo*. These findings underscore the critical role of IGF2BP2 in controlling macrophage metabolism, polarization, and tumor-supporting functions within the tumor microenvironment, and identify myeloid IGF2BP2 as a potential therapeutic target in cancer.

## Introduction

Macrophages are essential components of the immune system, playing a central role in immune defense, inflammation, and tissue homeostasis. Their ability to polarize into distinct functional states, including the classically activated M1 and alternatively activated M2 phenotypes, enables them to adapt to diverse physiological and pathological conditions 1,2. In the tumor microenvironment, macrophages often adopt a tumor-associated phenotype (TAM), predominantly immunosuppressive and pro-tumorigenic. These cells contribute to tumor progression by promoting angiogenesis, immune evasion, and extracellular matrix remodeling 3,4. Despite considerable progress in understanding macrophage biology, the molecular mechanisms governing their polarization and metabolic reprogramming remain incomplete.

The insulin-like growth factor 2 mRNA-binding protein 2 (IGF2BP2/IMP2) is an RNA-binding protein that regulates gene expression post-transcriptionally, primarily through recognition of N6-methyladenosine (m6A) modifications 5. IGF2BP2 is implicated in diverse cellular processes, including metabolism, differentiation, and oncogenesis, with dysregulated expression linked to poor prognosis in various cancers, such as colorectal, lung, bladder, and hepatocellular carcinoma 6-8. Beyond its role in cancer, IGF2BP2 is a key regulator of metabolic pathways, influencing glucose tolerance, insulin sensitivity, and fatty acid oxidation, and is associated with metabolic disorders, such as diabetes and obesity 9.

Understanding the molecular mechanisms that govern macrophage function in cancer is crucial, particularly for aggressive cancers with high mortality rates. Among these, lung cancer stands out as both the most frequently diagnosed malignancy and the leading cause of cancer-related deaths worldwide. In 2022, lung cancer accounted for approximately 2.48 million new cases, representing 11.6% of all cancer diagnoses globally 10,11. Notably, increased expression of IGF2BP2 has been consistently observed in lung cancer tissues, especially in cases resistant to conventional treatments. This elevated IGF2BP2 expression is associated with tumor progression and therapy resistance, highlighting its potential as a critical factor in lung cancer pathogenesis 12,13. Although targeted therapies and immune checkpoint inhibitors have advanced treatment options, the majority of lung cancer patients still face poor outcomes due to resistance mechanisms, often driven by TAM infiltration 14,15.

Emerging evidence also indicates that IGF2BP2 is involved in inflammatory regulation, influencing immune responses in rheumatoid arthritis, periodontitis, ulcerative colitis, and steatohepatitis 16-19. This regulation is primarily mediated through the stabilization of mRNAs encoding inflammatory mediators. However, its role in macrophage polarization—particularly in TAMs—remains poorly understood. Given the critical function of TAMs in linking chronic inflammation to cancer progression, elucidating the influence of IGF2BP2 on macrophage behavior could provide novel insights into tumor immunology and potential therapeutic targets. Notably, our previous work demonstrated that IGF2BP2 is highly expressed in M2 macrophages and chronic inflammatory diseases 20, further suggesting its potential involvement in shaping the tumor microenvironment.

Importantly, while IGF2BP2 is known to promote tumor progression in various cancers through tumor-intrinsic mechanisms, its function within macrophages, especially tumor-associated macrophages (TAMs), has not been systematically addressed. Our study is the first to demonstrate that deletion of IGF2BP2 in myeloid cells, rather than in tumor cells, results in markedly reduced tumor growth and reveals a previously unrecognized role of IGF2BP2 in macrophage-mediated tumor support.

## Materials & Methods

### Materials

All materials and reagents used in this study were obtained from commercial suppliers. RPMI-1640 cell culture medium (#R0833) and DMEM (high Glucose) cell culture medium (#D6546-0500) were purchased from Sigma-Aldrich (St. Louis, USA), along with L-glutamine (#G7513), penicillin/streptomycin (#P4333), Accutase (#A6964), Trypsin-EDTA (#T3924), and Antimycin A (#A8674, sourced from Streptomyces sp.). Filtrated bovine serum (FBS, #P040-37500) was obtained from PAN Biotech (Aidenbach, Germany). Blasticidin S hydrochloride (#R21001) was acquired from Thermo Fisher Scientific (Waltham, USA). Other chemicals were purchased either from Sigma-Aldrich (St. Louis, USA) or Carl Roth (Karlsruhe, Germany) unless stated otherwise.

### Mice

Mice were housed under a 12-hour light/dark cycle and* ad libitum* access to food and water. Myeloid-specific IGF2BP2 knockout (IGF2BP2 ΜΦ-KO) mice were generated by crossing B6.Cg-Igf2bp2tm1.1Thor/J mice (The Jackson Laboratory, Bar Harbor, USA), which carry loxP sites flanking exons 4 and 5 of the *Igf2bp2* gene, with 29P2-Lyz2tm1(cre)Ifo/J mice (The Jackson Laboratory Bar Harbor, USA). Control wild-type (WT) mice were littermates that did not carry floxed alleles and either expressed or lacked Cre recombinase. IGF2BP2 ΜΦ-KO mice were validated by assessing protein and mRNA levels. Sex- and age-matched littermates were used for all experiments, except for tumor studies, which were conducted exclusively in female mice. All animal procedures were approved by the local animal welfare committee (AZ 2.4.1.1; AZ06-2020; AZ04-2023; Saarland State Office for Social Affairs, Health, and Consumer Protection).

### Cell Culture Conditions

Cells were cultured at 37°C in a humidified 5% CO₂ atmosphere in RPMI-1640 medium supplemented with 10% FBS, 2 mM L-glutamine, and 100 units/ml penicillin G, 100 μg/ml streptomycin, unless stated otherwise.

### Isolation and Cultivation of Bone Marrow-Derived Macrophages

Bone marrow cells were isolated from three- to four-month-old WT or IGF2BP2 ΜΦ-KO mice. Cells were flushed from femurs and tibias using a standard medium (RPMI 1640 supplemented with 10% fetal bovine serum [FBS], 100 U/ml penicillin G, 100 μg/ml streptomycin, and 2 mM glutamine). After centrifugation at 200×*g* for 10 minutes, erythrocytes were lysed by incubation in hypotonic buffer (155 mM NH₄Cl, 10 mM KHCO₃, and 1 mM Na₂EDTA) for 3 minutes at 37°C. The remaining cells were resuspended in a standard medium supplemented with macrophage colony-stimulating factor (M-CSF, 50 ng/ml, #130-101-704, Miltenyi Biotec Bergisch Gladbach, Germany) and transferred to a 75 cm² culture flask overnight for initial attachment. Non-adherent cells were collected the following day and cultured in a 150 cm² culture flask for 5-6 days in an M-CSF-containing medium to promote differentiation into bone marrow-derived macrophages (BMMs), as described before 21. Differentiated cells were detached using Accutase, resuspended in a standard medium supplemented with 50 ng/ml M-CSF, and seeded as indicated. To polarize or activate BMMs, the differentiation medium was supplemented with 20 ng/ml recombinant interferon (IFN)-γ (#87389.20, Biomol, Hamburg, Germany) and 100 ng/ml lipopolysaccharide (LPS) (from E. coli K12, #tlrl-peklps, Invivogen, Toulouse, France) for M1 polarization, either 20 ng/ml interleukin-4 (IL-4) (#130-093-921, Miltenyi Biotech, Bergisch Gladbach, Germany) for M2 polarization, or left without further supplementation for M0 macrophages. TAM-like macrophages were generated with tumor-conditioned medium (TCM) supplemented with 50 ng/ml M-CSF. TCM was generated by seeding 0.5-1 × 10^6^ murine Lewis lung carcinoma (LLC1, CRL-1642, ATCC, Manassas, USA) cells into a T75 culture flask and growing until confluency for three days. Subsequently, the supernatant was discarded, and a standard growth medium was added to the cells. After 48 hours, the medium was sterile-filtered (0.22 µm) to remove cell debris. For macrophage polarization, TCM was used directly without further dilution (100% v/v) and supplemented with 50 ng/mL M-CSF. IL-4 and M-CSF were prepared with sterile water for cell biology (#95289, Sigma-Aldrich, St. Louis, USA, ≤ 0.005 EU/mL endotoxins).

### RNA Sequencing (RNA-Seq)

Next-generation sequencing (NGS) was performed to analyze the transcriptome of BMMs from WT and IGF2BP2 ΜΦ-KO mice, as previously described 22. 5 × 10^5^ BMMs were seeded in a 12-well plate and treated with 20 ng/ml IL-4 for 8 hours the following day or left untreated to generate M0 macrophages. Total RNA was isolated using the High Pure RNA Isolation Kit (#11828665001, Roche, Basel, Switzerland) according to the manufacturer's protocol. RNA quality was assessed using the 2100 Bioanalyzer (Agilent, Santa Clara, USA) with the RNA 6000 Nano Kit (#5067-1513, Agilent Technologies, Santa Clara, USA), and only RNA samples with an RNA integrity number (RIN) > 9 were used for further analysis. For library preparation, 500 ng of RNA was used. Poly(A) enrichment was performed using the NEBNext Poly(A) mRNA Magnetic Isolation Module (#E7490, New England Biolabs, Ipswich, USA) following the manufacturer's instructions. According to the manufacturer's protocol, cDNA libraries were generated using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (#E7420, New England Biolabs, Ipswich, USA). First- and second-strand cDNA synthesis was followed by adapter ligation and PCR amplification (12 cycles) to generate the final library. PCR products were purified using Agencourt AMPure XP beads (#A63881, Beckman Coulter, Brea, USA). Sequencing was performed in single-end mode (1 × 75 nt) using the NextSeq 500 (Illumina, San Diego, USA).

### RNA-Seq Data Processing and Analysis

Raw sequencing reads were demultiplexed and assessed for quality using FastQC v0.11.2. Reads were processed using the Grape-nf pipeline (v1.1.3) with Nextflow (v20.10.0) and aligned to the GRCm38/mm10 genome assembly. Differential expression analysis was performed using DESeq2 (v1.40.2) based on the read counts obtained after alignment. Principal component analysis (PCA) was conducted using transcripts-per-million (TPM) values for all annotated protein-coding genes. All statistical analyses were performed in R, as previously described 23. DESeq2 analysis identified differentially expressed genes (DEGs, *p* < 0.05) in IGF2BP2 ΜΦ-KO vs. WT macrophages under untreated and IL-4-treated conditions. TPM values of DEGs were then subjected to unsupervised k-means clustering using iDEP 1.12, independently for untreated and IL-4-treated cells. Pathway enrichment analysis was performed using Ingenuity Pathway Analysis (IPA), version 76765844 (QIAGEN, Venlo, Netherlands, June 2023), to identify significantly enriched canonical pathways.

### Seahorse Measurement

The Glycolytic and Mito Stress Tests (#103020-100, #103010-100, Agilent Technologies, Santa Clara, USA) were conducted using the Agilent Seahorse^®^ XF96 Analyzer and corresponding assay kits, following the manufacturer's protocols. Cells were seeded into Agilent Seahorse XF96 cell culture microplates (#103793-100, 5 × 10^4^ cells per well) and treated with IL-4 and LLC1 supernatant for 8 hours. The culture medium was replaced with Seahorse assay medium one hour prior to measurement.

During the Mito Stress Test, cells were treated with 1.5 µM carbonyl cyanide-4-(trifluoromethoxy)phenylhydrazone (FCCP) (Agilent Technologies, Santa Clara, USA). Other assay components were injected as recommended by the supplier. Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were quantified using the Seahorse Wave software (Agilent Technologies, Santa Clara, USA). Data normalization was performed based on cell areas obtained from brightfield images and analyzed with Gen5 software (version 3.14) on a Cytation 1 imaging system (BioTek Instruments, Winooski, USA).

### Measuring Mitochondrial DNA Copy Number

Genomic DNA was extracted from 5 × 10^5^ BMMs per well of a 12-well plate using the DNA Mini Prep Plus Kit (#D4069, Zymo Research, Irvine, USA), following the manufacturer's instructions. Mitochondrial DNA (mtDNA) copy number was determined by quantitative real-time PCR (qRT-PCR), measuring the expression levels of mitochondrial genes *mt16S* and *mtND1*, with *Hk2* as the nuclear reference gene. Primer sequences are provided in Supplemental Table 1. The mtDNA copy number was calculated as the ratio of mtDNA content (mean expression of *mt16S* and *mtND1*) to genomic DNA (gDNA), represented by *Hk2* expression. This method was adapted from the protocol described by Quiros et al. (2017).

### Measurement of Mitochondrial Function

MitoTracker™ Deep Red and MitoTracker™ Green (#M22426 and #M7514, respectively; Invitrogen, Carlsbad, USA) were prepared according to the manufacturer's instructions. BMMs were seeded in 6-well plates at a density of 1 × 10^6^ cells per well. The following day, cells were incubated with 100 nM MitoTracker™ Green and MitoTracker™ Deep Red for 30 minutes at 37°C. Untreated controls were included. Cells were detached using a cell scraper (TPP, Trasadingen, Switzerland), washed, and resuspended in phosphate-buffered saline (PBS) (2.7 mM KCl, 1.8 mM KH_2_PO_4_, 137 mM NaCl, 10 mM Na_2_HPO_4_, pH 7.4). Flow cytometry was performed on an LSR-Fortessa™ (BD Biosciences) using FACS Diva 8.0.1 software (BD Biosciences, Allschwil, Switzerland). A minimum of 1 x 10^4^ events were recorded per sample. Data analysis and pseudocolor plot generation were performed using FlowJo 10.10.0.

### Measurement of Mitochondrial Superoxide

To assess mitochondrial reactive oxygen species (ROS) production, cells were incubated with 5 µM MitoSOX™ Red mitochondrial superoxide indicator (#M36008, Invitrogen, Carlsbad, USA) in PBS containing 2% FBS. Antimycin A (AA, 10 µM) was used as a positive control and added simultaneously. BMMs were seeded at a density of 5 × 10^4^ cells per well in 96-well plates and incubated overnight. Following treatment, real-time imaging was performed using the Incucyte^®^ S3 Live-Cell Analysis System (Essen BioScience, Ann Arbor, USA) with brightfield and red fluorescence channels (10× objective, 400 ms acquisition time). The total integrated intensity was measured after 15 minutes of treatment and normalized to the cell confluence (%) at the start of the experiment to account for variations in cell density.

### Western Blot

For Western blot analysis, BMMs were seeded at 1 × 10^6^ cells per well in a 6-well plate and incubated overnight. Western blots for IMP2/p62 were performed as previously described using antibodies specific for IMP2/p62 25,26. Western blot for phosphor-p44/42 MAPK (Thr202/Tyr204, 20G11, #4376S, Cell Signaling, Danvers, USA) and p44/42 MAPK (Erk1/2, L34F12, #4696S, Cell Signaling, Danvers, USA), phospho-NF-κB p65 (Ser536, 93H1, #3033S, Cell Signaling, Danvers, USA), and NF-κB p65 (L8F6, #6956S, Cell Signaling, Danvers, USA) were performed as previously described 27. An anti-α-tubulin monoclonal antibody (DM1A, #T9026, Sigma-Aldrich, St. Louis, USA) was used to detect α-tubulin, which served as a loading control 25-27.

Immobilon FL-PVDF membranes (#IPFL00010, Millipore, Billerica, USA) were blocked for 1.5 hours in Rockland blocking buffer for near-infrared Western blotting (#MB-070, Rockland Immunochemicals, Limerick, USA). Following incubation overnight at 4 °C with primary antibody dilutions (1:1000 in Rockland blocking buffer) and incubation for 1.5 hours at room temperature with IRDye 680- or IRDye 800- (#926-68071, #926-32210, LI-COR Biosciences, Lincoln, USA) conjugated secondary antibodies (1:10,000 in Rockland blocking buffer). After final washes, signals were detected and quantified using an Odyssey imager and Image Studio software (LI-COR Biosciences, Lincoln, USA).

### qRT-PCR

BMMs were seeded at 5 × 10^5^ cells per well for RNA isolation in 12-well plates. Total RNA was isolated using the High Pure RNA Isolation Kit (#11828665001, Roche, Basel, Switzerland) or the Total RNA Quick-RNA Miniprep Kit (#R1055, Zymo Research, Irvine, USA) according to the manufacturer's protocols. The concentration and purity of the isolated RNA were assessed using a NanoDrop™ spectrophotometer (Thermo Fisher Scientific, Waltham, USA). Equal amounts of RNA were reverse transcribed into complementary DNA (cDNA) using the High-Capacity cDNA Reverse Transcription Kit (#4368813, Thermo Fisher Scientific, Waltham, USA) with the addition of an RNase inhibitor (Invitrogen; #10777-019), as per the manufacturer's instructions. Quantitative real-time PCR (qRT-PCR) was performed using 5× HotFirePol EvaGreen qPCR Plus Mix (no ROX; #082500020, Solis BioDyne, Tartu, Estonia), as described previously 28,29, with primers listed in Supplemental Table 1. Reactions were conducted in a CFX96 Touch™ Real-Time PCR Detection System (Bio-Rad, Hercules, USA).

Each run included no-template controls (NTCs). Specificity was verified for every run by melting-curve analysis. During assay establishment, selected assays were further verified by agarose gel electrophoresis (to confirm the expected amplicon size) or by Sanger sequencing of the corresponding standard plasmids (Eurofins Genomics, Ebersberg, Germany). For absolute quantification, plasmid standards for the gene of interest and housekeeping gene were used to generate standard curves; copy numbers were interpolated and expressed as the ratio (target/housekeeper). Alternatively, relative quantification (ΔΔCq) was used, and assay efficiency was validated using a cDNA dilution series. Gene expression data were normalized to the housekeeping genes *RNA18S* or *Ppia* (as indicated).

### Enzyme-Linked Immunosorbent Assay (ELISA)

BMMs were seeded in 96-well plates at a density of 5 × 10^4^ cells per well and incubated overnight. The following day, cells were treated with 100 ng/ml LPS for 4 hours. After incubation, supernatants were collected for analysis. Following the manufacturer's protocol, tumor necrosis factor (TNF)-α secretion was quantified using an ELISA kit (#430904, BioLegend, San Diego, USA).

### Griess Assay

BMMs were seeded in 96-well plates at a density of 5 × 10^4^ cells per well the day before treatment. The following day, cells were treated with 100 ng/ml LPS and 25 ng/ml IFN-γ. After 24 hours of incubation, nitrite, a stable metabolite of nitric oxide (NO), was quantified.

For the assay, 90 μl of 1% sulfanilamide in 5% phosphoric acid (H₃PO₄) and 90 μl of 0.1% N-(1-naphthyl) ethylenediamine dihydrochloride in water were added to 100 μl of cell culture supernatant. The mixture was incubated at room temperature for 10 minutes, and the absorbance was measured at 560 nm using a GloMax^®^ Discover Microplate Reader (Promega, Madison, USA). As described previously, a standard curve was generated using sodium nitrite (NaNO₂) on the same plate for quantification 30.

### Lipidomic Analysis of BMMs

BMMs were seeded in a 25 cm² cell culture flask at a density of 2 × 10^6^ cells in 5 ml of medium one day before treatment. The following day, M0 macrophages were maintained in a standard medium, and TAM-like macrophages were generated by culturing macrophages for 24 hours in the LLC1-conditioned supernatant. Cell pellets were then collected and stored for further analysis.

For quantitative lipidomics, internal standards were added prior to lipid extraction. An amount of cellular material containing 100 μg protein was subjected to lipid extraction according to the protocol by Bligh and Dyer 31.

The analysis of lipids was performed by direct flow injection analysis (FIA) using a triple quadrupole mass spectrometer Xevo TQ-S micro (Waters, Milford, USA; FIA-MS/MS) and a high-resolution hybrid quadrupole-Orbitrap mass spectrometer QExactive (Thermo Fisher Scientific, Bremen, Germany; FIA-FTMS). FIA-MS/MS was performed in positive ion mode using the analytical setup and strategy described previously 32. A fragment ion of *m/z* 184 was used for lysophosphatidylcholines (LPC) 33. The following neutral losses were applied: Phosphatidylethanolamine (PE) and lysophosphatidylethanolamine (LPE) 141, phosphatidylserine (PS) 185, phosphatidylglycerol (PG) 189, and phosphatidylinositol (PI) 277 34. Sphingosine-based ceramides (Cer) and hexosylceramides (Hex-Cer) were analyzed using a fragment ion of *m/z* 264 35. PE-based plasmalogens (PE-P) were analyzed according to the principles described by Zemski-Berry 36. Cardiolipin (CL) was monitored by diglycerol fragment ions 37. Glycerophospholipid species annotation assumed of even-numbered carbon chains only.

A detailed description of the FIA-FTMS method was published recently 38. Triglycerides (TG), diglycerides (DG), and cholesterol esters (CE) were recorded in positive ion mode *m/z* 500-1000 as [M+NH_4_]^+^ at a target resolution of 140,000 (at 200 *m/z*). CE species were corrected for their species-specific response 39. Phosphatidylcholines (PC), PC ether (PC O), and sphingomyelins (SM) were analyzed in negative ion mode* m/z* 520-960 as [M+HCOO]^-^ at the same resolution setting. Analysis of free cholesterol (FC) was performed by multiplexed acquisition (MSX) of the [M+NH_4_]^+^ of FC and the deuterated internal standard (FC[D7]) 39. Free fatty acids (FA) were analyzed in negative ion mode* m/z* 150-450 as [M-H]^-^ dissolved in methanol/chloroform = 5/1 (v/v) containing 0.005% dimethylamine.

### Migration Measurements

Migration was analyzed using the IncuCyte^®^ S3 system. BMMs were seeded at a density of 1 x 10^5^ cells per well in an ImageLock 96-well plate. Scratches were created using the WoundMaker^®^ tool (IncuCyte Migration Kit). Following scratch creation, cells were washed twice with medium to remove debris. Cell migration was monitored for 4 hours under standard incubation conditions. The extent of scratch area coverage (%) was assessed by analyzing the cell-covered area using IncuCyte migration software. Consistent with the non-proliferative nature of BMMs, control experiments confirmed that proliferation contributed negligibly (< 0.5 % over 4 h) to scratch closure Supplemental Figure 1. Quantification was used to determine the migration rate and the extent of scratch area coverage over time.

### Dorsal Skinfold Chamber and LPS-Induced Striated Skin Muscle Inflammation

WT and IGF2BP2 ΜΦ-KO mice (mean age: 5 months; average body weight: 25 g) were anesthetized *via* intraperitoneal injection of ketamine (100 mg/kg) and xylazine (12 mg/kg), followed by dorsal skinfold chamber implantation.

Briefly, two symmetrical titanium frames were positioned on the extended dorsal skinfold of anesthetized mice to create a double-layered skinfold. One layer, consisting of the skin, subcutis, and retractor muscle, was removed entirely within a circular area of 15 mm in diameter. This exposed area was then covered with a removable cover slip and secured with a snap ring, allowing direct microscopic access to the microcirculation within the chamber. Following the procedure, all animals were allowed to recover for 48 hours.

After the recovery period, the chamber tissue of anesthetized WT and IGF2BP2 ΜΦ-KO mice was topically treated for 0.5 hours with LPS (10 µg/ml; L2887, Sigma-Aldrich, St. Louis, USA), prepared as a 2 mg/ml stock solution in Aqua dest. (#B230673, Fresenius, Bad Homburg v.d.H., Germany) and diluted in 0.9% NaCl (X92900.1, Fresenius, Bad Homburg v.d.H., Germany), to induce local inflammation. Briefly, anesthetized mice were immobilized on a plexiglas stage, and the dorsal skinfold chamber was affixed to the microscopic stage. To enhance contrast, retrobulbar intravenous injections of 0.05 ml 5% fluorescein isothiocyanate (FITC)-labeled dextran (150,000; dissolved in 0.9% NaCl) were administered to stain blood plasma, along with 0.05 ml 0.1% rhodamine 6G to stain leukocytes.

Intravital fluorescence microscopy was performed to assess leukocyte-endothelial interactions, blood vessel diameters, and macromolecular leakage under baseline conditions (19 hours before LPS exposure) and at 0.5, 3, and 24 hours post-LPS treatment, as previously described 40. Leukocyte rolling and adhesion were quantified using the established methods described 40,41. Vessel diameters were measured in micrometers (µm).

### LLC1-Tumor Model

A murine cancer model was established by subcutaneous injection of luciferase-expressing Lewis lung carcinoma (LLC1) cells (CRL-1642-LUC2™, ATCC, Manassas, USA) into 8- to 10-week-old female WT and IGF2BP2 ΜΦ-KO mice. The LL2-Luc cell line was authenticated for viability, growth characteristics, mycoplasma contamination, species identity, and sterility. Cells were cultured under standard conditions according to ATCC guidelines. Before injection, subconfluent LLC1 cells were maintained for 2-3 weeks, harvested, filtered through a 40-μm cell strainer (BD Biosciences, Allschwil, Switzerland), washed, and resuspended in PBS. Tumor induction was performed by subcutaneous injection of 5 × 10^5^ cells into the right flank of each mouse. Tumor growth was monitored by measuring tumor dimensions with digital calipers, and volumes were estimated using the formula: (height × width²)/2.

Bioluminescence imaging (BLI) was conducted on day 14 post-injection to assess tumor burden. Mice were administered 3 mg of D-luciferin potassium salt (#122799, Revvity, Waltham, USA) *via* subcutaneous injection. Luciferin was prepared according to the manufacturer's instructions (100 mg luciferin in 3.33 ml 1x DPBS (#15326239, Thermo Fisher Scientific, Waltham, USA), and bioluminescent signals were captured using the IVIS Spectrum in vivo imaging system (PerkinElmer, Waltham, USA). Image acquisition and quantification were performed using Living Image 4.5 software (PerkinElmer, Waltham, USA).

### Flow Cytometry

Tumor cells were isolated from murine tumor tissue on day 14. Tumors were enzymatically dissociated using the Murine Tumor Dissociation Kit (#130-096-730, Miltenyi Biotec, Bergisch Gladbach, Germany) and the gentleMACS Octo Dissociator (Miltenyi Biotec, Bergisch Gladbach, Germany) according to the manufacturer's instructions. Following dissociation, cells were washed with PBS and stained with Zombie Yellow viability dye (#423101, BioLegend, San Diego, USA) for 20 minutes at room temperature in the dark. A blocking step was performed using BD Fc Block™ (#553142, BD Biosciences, Allschwil, Switzerland) for 10 minutes at room temperature. Cells were incubated with fluorophore-conjugated antibodies for extracellular staining in FACS Wash buffer (PBS containing 2.5% FBS and 0.05% sodium azide). The following antibodies were used: APC anti-mouse/human CD11b (Clone M1/70, #101212, 2 µg/ml, BioLegend, San Diego, USA), PE anti-mouse F4/80 (Clone BM8, #123110, 2.5 µg/ml, BioLegend, San Diego, USA), APC anti-mouse CD206 (MMR) (Clone C068C2, #141707, 2.5 µg/ml, BioLegend, San Diego, USA), Brilliant Violet 421™ anti-mouse CD86 (Clone GL-1, 2 µg/ml, #105031, BioLegend, San Diego, USA), APC anti-mouse CD4 (Clone RM4-5, #100515, 2 µg/ml, BioLegend, San Diego, USA), Brilliant Violet 421™ anti-mouse CD8a (Clone 53-6.7, #100737, 5 µg/ml, BioLegend, San Diego, USA), and PE anti-mouse NK-1.1 (Clone PK136, #108707, 2 µg/ml, BioLegend, San Diego, USA). After staining, cells were washed and resuspended in formaldehyde (FA) (1%) in PBS.

For intracellular CD68 staining, cells were fixed in FA (1%) for 30 minutes at 4 °C, followed by permeabilization with saponin buffer (FACS Wash with 0.2% [w/v] saponin) for 10 minutes. Subsequently, cells were blocked in PBS supplemented with 20% FBS and 0.02% saponin for 30 minutes, then incubated with Alexa Fluor^®^ 594 anti-mouse CD68 (Clone FA-11, #137020, 5 µg/ml, BioLegend, San Diego, USA) for an additional 30 minutes.

Flow cytometric analysis was performed using a BD LSRFortessa™ (BD Biosciences, Allschwil, Switzerland). Data acquisition and analysis were conducted using BD FACSDiva™ software (BD Biosciences, Allschwil, Switzerland), and median fluorescence intensities of singlet cells were used to quantify surface marker expression.

### Immunohistochemistry

Tumor tissues were fixed in FA (1%) at 4 °C for 24 hours. Following fixation, the samples were dehydrated, embedded in paraffin, and sectioned into 3-μm-thick slices. The tissue sections were treated with citrate buffer (pH 6.0) for antigen retrieval at 95 °C for 30 minutes. To block non-specific binding, sections were incubated with 3% goat serum (Jackson ImmunoResearch, Ely, United Kingdom) for 1 hour at room temperature. CD31 expression was detected by incubating the sections with a primary antibody against CD31 (1:300, Clone SZ31, #DIA310, Dianova, Hamburg, Germany) overnight at 4°C. The primary antibody was visualized using a Cy3-conjugated goat anti-rat secondary antibody (1:1000, #712-165-153, Jackson ImmunoResearch, Ely, United Kingdom), applied for 1 hour at room temperature, as previously described 42. Fluorescence imaging was performed using a BX60F fluorescence microscope (Olympus, Tokyo, Japan) equipped with an Olympus DP73 camera (Olympus, Tokyo, Japan), and CD31-positive cells were quantified using FIJI software (NIH).

### m^6^A Motif Enrichment Analysis

To investigate whether DEGs in IGF2BP2 KO macrophages are enriched for m^6^A consensus motifs, a motif enrichment analysis was conducted using the MEME Suite tool SEA 43. Bulk RNA-Seq data from WT and IGF2BP2 KO BMMs were analyzed under untreated and IL-4-stimulated conditions. DEGs were defined using DESeq2 (padj < 0.05, |log2FC| ≥ 2). The 3' untranslated regions (3'UTRs) of significantly up- and downregulated DEGs were extracted from the Gencode M10 annotation 44,45, with non-differentially expressed genes serving as controls.

Enrichment of the canonical m^6^A motif (DRACH 46) was assessed using the Simple Enrichment Analysis (SEA^43^) tool within the MEME Suite, and motif occurrences were identified using FIMO (Find Individual Motif Occurrences) 47. Only motifs with a p-value < 1e-4 (uncorrected) were considered for further analysis.

### Statistics

Data are presented as means ± SEM (bar graphs). The normality of the data distribution was assessed using the Shapiro-Wilk test. A Student's t-test was applied for normally distributed data for comparisons between two groups, while the Mann-Whitney U test was used for non-normally distributed data. Statistical significance across multiple groups was determined by one-way ANOVA (for single time point comparisons) and two-way ANOVA (for multiple time points), followed by Bonferroni post-hoc tests for normally distributed data. Outliers were identified using Grubbs' test.

Unless stated otherwise, all statistical analyses and visualizations were performed using OriginPro 2020b (OriginLab, Northampton, MA, USA).

## Results

### Differentially Expressed Genes in WT and IGF2BP2 KO Macrophages

Our previous study 20 demonstrated that IGF2BP2 expression is upregulated in human M2 macrophages (ΜΦ) following interleukin-4 (IL-4) treatment. To characterize the impact of IGF2BP2 expression in an anti-inflammatory context, we generated mice with a myeloid-specific deletion of IGF2BP2. Bone marrow-derived macrophages (BMMs) from IGF2BP2 MΦ-knockout (KO) mice showed a significant reduction in *Igf2bp2* expression to near-undetectable levels at both the protein and mRNA levels compared to wild-type (WT) BMMs (Fig. 1A, B). Consistently, IL-4 treatment of WT BMMs led to increased *Igf2bp2* expression at both the mRNA and protein levels (Fig. 1C, D).

We performed RNA-Seq with WT and IGF2BP2 KO BMMs under untreated conditions and after IL-4 treatment. 

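The RNA-Seq data are 12 libraries of polyadenylated RNA from bone marrow-derived macrophages, which were grown from bone marrow with M-CSF at 50 ng/ml for 6 days. The 4 groups are WT and IGF2BP2 KO macrophages left untreated (M0) or treated with IL-4 at 20 ng/ml for 8 hours (M2), with 3 libraries per group. The control mice were littermates without floxed alleles, some with and some without Cre. IL-4 is a cytokine that drives macrophages into an anti-inflammatory, alternatively activated state. Single-end reads of 75 nt were made with a directional kit from RNA with an integrity number above 9. According to the paper, reads were assessed with FastQC, processed with the Grape-nf pipeline and aligned to the GRCm38/mm10 assembly. The authors deposited, for each library, an expected count, the TPM and a posterior mean TPM of 38887 genes, and separate tables of their own DESeq2 comparisons. The expected counts summed to 24942666 to 29832430 per library in untreated WT (median 29235641), 20011792 to 22744704 in IL-4-treated WT (median 20192911), 26568719 to 37054582 in untreated KO (median 35495519) and 27347077 to 39632770 in IL-4-treated KO (median 37866974). An expected count shares a read among the genes it could come from, so counts of paralogs and pseudogenes are estimates. The counts were rounded to whole numbers, normalized by TMM and tested with edgeR's quasi-likelihood test over all 12 libraries, with 12846 genes left after the filter on low counts. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, two-sided, whereas the paper uses an unadjusted p under 0.05. Gene lists were also tested as sets with camera, which compares the genes of a list with all other genes, at a preset correlation of 0.01 between genes and again with an estimated correlation. Libraries are named by group and replicate number, with WT_M0, WT_IL4, KO_M0 and KO_IL4 for the 4 groups. In the deposited files, transcript length minus effective length, a quantity derived from fragment or read length, spanned 81.7 to 85.0 nt in WT_M0 and 79.8 to 84.0 nt in WT_IL4, with replicate 3 the lowest in both. It spanned 79.0 to 79.9 nt in KO_M0 and 79.1 to 79.6 nt in KO_IL4. WT replicates 1 and 2 stand apart from the other 8 libraries, but within each state WT replicate 3 also lay above every KO library. The quantity thus goes with genotype, and a fit with WT replicate 3 alone does not remove that difference. Of 320 calls on single genes chosen by a fixed rule, 113 were lost when at least 1 of the 12 libraries was left out.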

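IL-4 was active in both genotypes. Of 23 genes known to be induced by IL-4 in mouse macrophages, all 23 rose in WT, with a median log2 fold change of 3.74 (adjusted p = 2.17e-48 from camera and 0.000512 with an estimated correlation). Retnla, which encodes a secreted protein of alternatively activated macrophages, rose by a log2 of 10.99 (standard error 0.59, adjusted p = 1.24e-07 from edgeR) and Arg1, the arginine-degrading enzyme arginase 1, by 9.04. The chemokine receptor gene Cx3cr1 fell by 6.70 and the bacterial lipoprotein receptor gene Tlr2 by 4.67 on the log2 scale. Altogether 6400 genes changed with IL-4 in WT and 6754 in KO, and 5078 of them changed in the same direction in both genotypes.
Igf2bp2 lies on chromosome 16 of GRCm38, from 22059009 to 22163299 on the minus strand. Its RNA stood at 56.84 ± 14.1 TPM (SD, n = 3) in untreated WT and 52.77 ± 3.91 TPM (SD, n = 3) in untreated KO macrophages, a log2 fold change of -0.11 (standard error 0.14, adjusted p = 0.681 from edgeR). After IL-4 it stood at 114.3 ± 16.3 TPM (SD, n = 3) in WT and 73.17 ± 2.07 TPM (SD, n = 3) in KO, a log2 fold change of -0.65 (standard error 0.14, adjusted p = 0.0409 from edgeR). This last call was lost, at log2 fold changes of -0.70 to -0.57, without WT_M0 replicate 2, WT_IL4 replicate 1 or 2, or any 1 of the KO_M0 or KO_IL4 replicates. With WT replicate 3 as the only WT libraries, a setting chosen after seeing the data, the M0 value was 0.25 and the IL-4 value -0.40, neither past the test. IL-4 raised Igf2bp2 in WT by 1.103 on the log2 scale (standard error 0.14, adjusted p = 6.49e-05 from edgeR). The floxed exons 4 and 5, from 22087528 to 22087579 and from 22083924 to 22083987, are 116 nt long and make up 2.97% of the 3899 nt of the longest coding transcript, so a count over the whole gene does not show their deletion. Both Igf2bp2 qPCR primers of the paper lie inside them, the forward primer in exon 4 and the reverse primer in exon 5. Lyz2, the lysozyme gene into which the Cre cassette is inserted (chromosome 10, from 117277331 to 117282321), fell from 12840 ± 2280 TPM (SD, n = 3) in untreated WT to 40.52 ± 8.58 TPM (SD, n = 3) in untreated KO, and to 0.258% of the WT level after IL-4. Every KO library lay below every WT library (exact permutation test, two-sided, p = 0.1 in each state, the smallest that 3 libraries against 3 allow). This checks the labels for the Cre allele, not for the floxed allele. All KO libraries nearly lacked Lyz2 RNA and all WT libraries kept it. Effects of the Cre insertion into Lyz2 and of the loss of IGF2BP2 therefore cannot be told apart in KO against WT. Igf2bp3, a paralog of Igf2bp2 on chromosome 6, fell to 22.5% of the WT level in M0 (log2 fold change -2.16, standard error 0.14, adjusted p = 5.28e-06 from edgeR) and to 24.4% after IL-4.

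**Figure D1:**
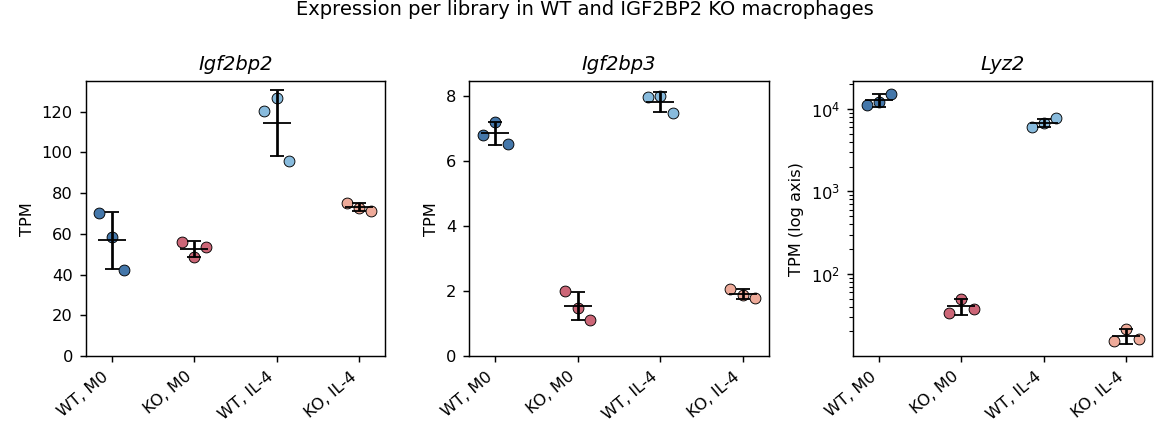
TPM of Igf2bp2, Igf2bp3 and Lyz2 in each library of the 4 groups (points), with the mean and SD (bars); the axis of Lyz2 is logarithmic. Lyz2 and Igf2bp3 are lower in every KO library than in every WT library, while the untreated WT and KO libraries overlap for Igf2bp2.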

Using the DESeq2 approach, we identified 2,739 differentially expressed genes (DEGs, p < 0.05) in untreated cells and 2,136 in IL-4-treated cells Supplementary file S1). 

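In untreated cells 1245 genes differed between KO and WT, 706 higher and 539 lower in KO, and in IL-4-treated cells 344 genes differed, 152 higher and 192 lower. At an unadjusted p under 0.05, edgeR gave 3221 and 2577 genes. The authors' deposited DESeq2 results hold 1311 genes in M0 and 599 after IL-4 at an adjusted p under 0.05. Most changes were small, with a median absolute log2 fold change of 0.33 among the genes called in M0. Named here are the genes with the largest changes among those with at least 5 TPM in 1 group and every library of one genotype above every library of the other. In M0 the largest decreases after Lyz2 and Igf2bp3 were those of Id3 (log2 fold change -2.14, standard error 0.16, adjusted p = 1.33e-05 from edgeR) and Id1 (-1.83), which encode inhibitors of helix-loop-helix transcription factors, followed by the neutrophil granule gene Ngp (-1.82), Btg3 (-1.59), the inhibitory SMAD gene Smad6 (-1.58) and S100a9 (-1.38). The largest increases were those of the histone gene Hist1h2ao (1.69), the scavenger receptor gene Marco (1.66), Rab4a (1.44), Wdfy1 (1.36), the protease inhibitor gene Slpi (1.35), Kitl (1.25), which encodes the ligand of the receptor KIT, and H2-Eb1 (1.17), besides the pseudogene Rpl30-ps9 (2.62), whose count is uncertain because it shares reads with its parent gene. After IL-4, Kitl (1.88, standard error 0.10, adjusted p = 2e-06 from edgeR), Wdfy1 (1.44), H2-Ab1 (1.33), Rnase2a (1.25), Hist1h2ao (1.16), Slpi (1.14) and Clec4n (1.11) rose most among genes other than pseudogenes. Gdf3 (-1.19), a growth factor gene of the TGF-beta family, Ide (-1.08), Prl2c2 (-1.06), Pla2g5 (-0.93), Asap2 (-0.83) and Jag1 (-0.80) fell most after Lyz2 and Igf2bp3. Wdfy1 and Ide are on a fixed list of genes known to differ between mouse strains, of which 2 of 9 were higher and 2 lower in M0, and 2 higher and 1 lower after IL-4. Ngp and S100a9 are on a list of 8 neutrophil genes. Its median in M0 was -0.93 with all WT libraries and 0.07 with WT replicate 3 as the only WT libraries. Between the states, 55 genes were higher and 34 lower in KO in both, where independent lists of these sizes would share 8.4 and 8.1, and 26 changed in opposite directions. The expected numbers treat the 2 comparisons as independent, although same-numbered libraries of a genotype varied together.
With upper-quartile factors in place of TMM the M0 count was 1186, with 503 higher and 683 lower. The M0 count was 454 without WT_M0 replicate 2 and 738, 535 and 564 without KO_M0 replicates 1, 2 and 3. The IL-4 count at an adjusted p varied widely when 1 library was left out. It was 26 genes without KO_IL4 replicate 3, 28 without WT_IL4 replicate 2 and 31 without KO_IL4 replicate 2. It was 180 to 209 without WT_M0 replicate 2, WT_IL4 replicate 1 or any 1 of the KO_M0 replicates, and 750 without WT_M0 replicate 3. At an unadjusted p under 0.05 the 2577 genes became 2039 without KO_IL4 replicate 3, 1779 without WT_IL4 replicate 2 and 2312 without KO_IL4 replicate 2, a smaller loss. Among the genes named, the M0 calls of Lyz2, Igf2bp3, Id1, Id3, Smad6, Rab4a, Hist1h2ao, Slpi, Wdfy1 and Kitl and the IL-4 calls of Lyz2, Igf2bp3, Kitl, Gdf3, Ide and Pla2g5 held when any 1 of the 12 libraries was left out, whereas the others were lost. In M0 these were Btg3 without KO_M0 replicate 1 (-1.57) or 3 (-1.33), S100a9 without WT_M0 replicate 2 (-1.11), KO_M0 replicate 2 (-1.22) or KO_M0 replicate 3 (-1.35), Ngp without WT_M0 replicate 1 or 2 or any 1 of the KO_M0 replicates, Marco without KO_M0 replicate 2 or 3 or any 1 of the WT_M0 replicates, and H2-Eb1 and Rpl30-ps9 without WT_M0 replicate 2 or any 1 of the KO_M0 replicates. After IL-4 Clec4n and Prl2c2 were lost without WT_IL4 replicate 2, KO_IL4 replicate 2 or KO_IL4 replicate 3, Wdfy1 without WT_IL4 replicate 2, and H2-Ab1, Rnase2a, Hist1h2ao, Slpi, Asap2 and Jag1 each without any 1 of at least 8 libraries.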

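Untreated WT and KO libraries stood apart on the first principal component, which carried 44.9% of the variance of log2(TPM + 1) over 11153 protein-coding genes. The 3 WT libraries lay between -12.4 and -11.0 on it and the 3 KO libraries between 11.1 and 12.2. The second component (29.3%) separated the WT libraries from one another, with replicate 1 at 14.2, replicate 2 at 2.7 and replicate 3 at -18.1, and left the KO libraries between -0.9 and 2.2. Among the IL-4-treated libraries the first component carried 42.5% of the variance over 11109 genes. WT replicate 3, at -5.0, was there the nearest of the WT libraries to the KO libraries, which lay between 8.6 and 13.5. Over all 12 libraries the first component (75.5%) followed IL-4 and the second (7.8%) the genotype. Scaled to unit variance, the genes did not set the genotypes apart on any of the first 3 components of the 12 libraries. Genes were kept with more than 0.5 TPM in at least 3 of the libraries used, centred and not scaled. Without the logarithm the first component carried 90.6% in M0 and 84.6% after IL-4.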

Principal component analysis (PCA) revealed clear genotypic grouping patterns closely linked to differences in gene expression between WT and IGF2BP2 KO BMMs (Fig. 1E, F).

We then performed hierarchical k-means clustering (Fig. 1G, H) to analyze the biological processes associated with the loss of IGF2BP2 in untreated and IL-4-treated cells. 

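Inflammatory, interferon, antigen presentation and DNA replication genes moved in KO macrophages, counted over lists fixed before the data were examined. Of 23 inflammatory and NF-kB genes, 11 were lower and none was higher by edgeR in untreated KO macrophages (13 lower and 2 higher at an unadjusted p under 0.05 and when adjusted over the list alone; adjusted p = 3.6e-13 from camera, adjusted p = 0.105 with an estimated correlation). DESeq2 called 13 lower and 2 higher, and limma-trend on TPM 10 and 1. Among the 11 were Nfkb2, a subunit of NF-kB (log2 fold change -0.76, standard error 0.07), and Tnf, the gene of the cytokine TNF (-0.68, standard error 0.08). With WT replicate 3 as the only WT libraries, a setting chosen after seeing the data, 9 were lower in M0. After IL-4, 1 of the 23, Cd40, was higher (0.46, standard error 0.08, adjusted p = 0.0138 from edgeR) and 2 were when adjusted over the list alone, and the KO effect differed between the states for 10 of them, all towards higher values with IL-4. Of 31 interferon-stimulated genes, 7 were higher and none was lower by edgeR in untreated KO macrophages (8 when adjusted over the list alone and 12 at an unadjusted p under 0.05; adjusted p = 4.2e-05 from camera, 0.415 as adjusted p with an estimated correlation), such as Isg15 (0.62) and the RNA sensor gene Ddx58 (0.53). DESeq2 called 8 higher and limma-trend on TPM 1. With WT replicate 3 as the only WT libraries edgeR called 4. After IL-4 none of the 31 passed edgeR's test, also over the list alone, while 1 was higher and 9 were lower at an unadjusted p under 0.05, DESeq2 called 1 lower and limma-trend on TPM called 0. The calls of Nfkb2, Tnf and Ddx58 held when any 1 library was left out, while that of Cd40 was lost without WT_IL4 replicate 2 (0.50), KO_IL4 replicate 2 (0.49) or KO_IL4 replicate 3 (0.46), and that of Isg15 without WT_IL4 replicate 2, KO_IL4 replicate 2 or 3, or any 1 of the WT_M0 and KO_M0 replicates (0.40 without KO_M0 replicate 1).
Of 9 genes of MHC class II presentation, 2 rose in untreated KO macrophages (3 when adjusted over the list alone), H2-Eb1 and H2-Aa (1.04, standard error 0.27, adjusted p = 0.0357 from edgeR). After IL-4, 2 rose as well (5 when adjusted over the list alone), H2-Ab1 and H2-DMa (0.61, standard error 0.13, adjusted p = 0.0359 from edgeR). DESeq2 called 3 of the 9 in M0 and 4 of the 7 with an adjusted p after IL-4, and limma-trend on TPM called 2 and 0 of 8. The list's adjusted p from camera was 0.00877 in M0 and 0.000135 after IL-4, and the adjusted p with an estimated correlation was 0.415 and 0.276. Of 5 MHC class II genes that the paper lists in cluster 8 of untreated cells, a group chosen on these same libraries, 3 rose. The median log2 fold change of the 9 genes in M0 was 0.62 with all WT libraries and 0.14 with WT replicate 3 as the only WT libraries, under which edgeR called 0 of the 9 and 2 were higher at an unadjusted p under 0.05. After IL-4 it was 0.61 and 0.35, with 1 gene called under that setting and 4 higher at an unadjusted p under 0.05. Each MHC class II call was lost without at least 4 of the libraries taken 1 at a time, such as KO_M0 replicate 1 for H2-Eb1 (1.16), WT_M0 replicate 2 for H2-Aa (0.88), and WT_IL4 replicate 2 for H2-Ab1 (1.15) and H2-DMa (0.59).
Of 40 genes of DNA replication and repair, 10 fell in IL-4-treated KO macrophages (19 when adjusted over the list alone; adjusted p = 3.94e-15 from camera, adjusted p = 0.262 with an estimated correlation). They included the replicative helicase gene Mcm7 (-0.42, standard error 0.08), the licensing factor gene Cdc6 (-0.45) and Brca1 (-0.41). In M0, 3 of the 40 rose, among them Brca1 (0.36) and Cdc6 (0.33), and the KO effect differed between the states for 10. In M0 DESeq2 called 4 higher and limma-trend on TPM 0, and edgeR 2 higher and 1 lower with WT replicate 3 as the only WT libraries. The 10 calls after IL-4 became 0 without WT_IL4 replicate 2, KO_IL4 replicate 2 or KO_IL4 replicate 3, 3 without WT_IL4 replicate 3, 4 without KO_M0 replicate 2 and 5 without KO_M0 replicate 3. Limma-trend on TPM called 0, DESeq2 called 16, and 22 were lower at an unadjusted p under 0.05. The highest count by edgeR with 1 library left out was 15. The median of the 40 after IL-4 was -0.24 with all WT libraries and -0.36 with WT replicate 3 as the only WT libraries.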

Figures 1I and 1J show representative gene ontology (GO) terms for biological processes for selected clusters (fold change > 2, FDR < 0.05), providing insights into the functional categories affected by IGF2BP2 expression (see Supplementary file S2 for the complete list). Notably, our analysis revealed significant metabolic alterations in IGF2BP2 KO macrophages. Specifically, genes associated with metabolic processes and mitochondrial function, including cellular respiration and mitochondrial translation, were upregulated in IL-4-treated IGF2BP2 KO macrophages (Cluster 6). Additionally, KEGG pathway analysis identified an increase in glycolysis and gluconeogenesis (Supplementary Fig. 2A, B). 

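Genes of mitochondrial metabolism lay slightly above WT in IL-4-treated KO macrophages, mostly without passing the test gene by gene. Of 16 mitochondrial translation genes that the paper lists in cluster 6 of IL-4-treated cells, 2 rose at an adjusted p under 0.05, 15 were higher at an unadjusted p under 0.05 and all 16 had positive log2 fold changes, with a median of 0.20. Of 14 oxidative phosphorylation genes of the same cluster, none was called by edgeR after IL-4, 12 were higher at an unadjusted p under 0.05 and all 14 were positive (median 0.21). Adjusted over the list alone, 14 of the 16 and 11 of the 14 were higher, but both groups were chosen on these same libraries. Lists fixed before the data were examined, but with the paper's results known, showed smaller shifts. Of 26 genes of pyruvate dehydrogenase and the tricarboxylic acid cycle, edgeR called none after IL-4, none when adjusted over the list alone, and 5 were higher and 1 lower at an unadjusted p under 0.05 (median 0.03), while DESeq2 and limma-trend on TPM called 0. In M0 the citrate synthase gene Cs rose (0.20, standard error 0.04, adjusted p = 0.00582 from edgeR). Of 19 genes of mitochondrial fatty acid oxidation, 16 were positive after IL-4 and edgeR called none, DESeq2 called 1 higher and limma-trend on TPM 0, with 2 higher at an unadjusted p under 0.05 (median 0.07; adjusted p = 0.0444 from camera, adjusted p = 0.355 with an estimated correlation). Cpt1a, the enzyme that commits fatty acids to mitochondrial import, rose in M0 (0.26, standard error 0.05, adjusted p = 0.0103 from edgeR), a call that was lost without KO_M0 replicate 2 (0.23). Genes of the mitochondrial genome were not analysed here.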

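The gene sets that the supplement names for glycolysis and gluconeogenesis were counted in the same comparisons. All 9 genes of cluster 6 of untreated cells were tested, and 7 of them rose in untreated KO macrophages. In IL-4-treated cells none of the 9 was called by edgeR, 8 were higher at an unadjusted p under 0.05 and all 9 were positive (median 0.19), while DESeq2 called 3 and limma-trend on TPM 0. Of the 13 genes of cluster 6 of IL-4-treated cells, 2 rose after IL-4 (12 at an unadjusted p under 0.05), with a median of 0.17. In untreated cells 9 of these 13 rose, with a median of 0.22. The difference in the KO effect between the states was called for 1 of the 9 genes, Pfkl, and for none of the 13 by edgeR (none of the 13 at an unadjusted p under 0.05, by DESeq2 or by limma-trend on TPM either). Both sets were chosen on these libraries. Targets of hypoxia-inducible factor, a transcription factor that induces glycolytic enzymes, were counted beside them. Of 22 such genes, 4 rose in untreated KO macrophages (6 higher and 1 lower when adjusted over the list alone), namely Bnip3 (0.60, standard error 0.08), Ak4 (0.59), the collagen hydroxylase gene P4ha1 (0.43) and Pdk1 (0.21), which encodes a kinase that inhibits pyruvate dehydrogenase. In M0 DESeq2 called 6 higher and limma-trend on TPM 3. The adjusted p from camera was 0.0255, and the adjusted p with an estimated correlation was 0.285. The calls of Bnip3 and P4ha1 held when any 1 library was left out, that of Ak4 was lost without KO_M0 replicate 1 (0.46) or 3 or any 1 of the WT_M0 replicates, and that of Pdk1 without WT_IL4 replicate 3, KO_IL4 replicate 2 or 3, or any 1 of the WT_M0 and KO_M0 replicates (0.20 to 0.24). After IL-4 edgeR, DESeq2 and limma-trend on TPM called none of the 22, and 2 were higher at an unadjusted p under 0.05.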

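Other metabolic gene groups moved in untreated KO macrophages. Of 24 genes of the unfolded protein response and chaperones of the endoplasmic reticulum, 7 rose and none fell by edgeR (12 rose when adjusted over the list alone and at an unadjusted p under 0.05; adjusted p = 8.43e-06 from camera, adjusted p = 0.285 with an estimated correlation). DESeq2 called 10 higher and limma-trend on TPM 6. Under edgeR 2 rose with WT replicate 3 as the only WT libraries. The 7 included the co-chaperone gene Dnajb9 (log2 fold change 0.58, standard error 0.07, adjusted p = 0.000449 from edgeR), Hyou1 (0.32), the chaperone BiP gene Hspa5 (0.30) and the transcription factor gene Xbp1 (0.27). Of 23 genes of cholesterol synthesis, 3 rose in M0 (4 when adjusted over the list alone), Mvd (0.56), Lss (0.35) and Insig1 (0.21), the last of which encodes an inhibitor of the pathway. In IL-4-treated KO macrophages 1 of the 23, the sterol transporter gene Stard4, fell (-0.51, standard error 0.09, adjusted p = 0.0138 from edgeR), and 2 fell when adjusted over the list alone. The list's adjusted p from camera was 0.00154 in M0, towards higher values, and 0.000644 after IL-4, towards lower values, and the adjusted p with an estimated correlation was 0.634 and 0.609. The median in M0 was 0.15 with all WT libraries and 0.02 with WT replicate 3 as the only WT libraries, under which edgeR called 0 and 2 were higher and 1 lower at an unadjusted p under 0.05. The KO effect differed between the states for 4 of the 23, Stard4, Msmo1, Mvd and Insig1. Of 32 genes of fatty acid desaturation, elongation and phospholipid remodelling, 3 rose and 3 fell in M0, also when adjusted over the list alone, with Pcyt1a, an enzyme of phosphatidylcholine synthesis, at 0.44 and the fatty acid activating enzyme Acsl1 at -0.44. In M0 the calls of Dnajb9, Hyou1, Mvd, Pcyt1a and Acsl1 held when any 1 library was left out. Those of Xbp1, Hspa5, Lss and Insig1 were lost, each without WT_M0 replicate 2 (0.22, 0.27, 0.36 and 0.21) or KO_M0 replicate 2 (0.26, 0.29, 0.28 and 0.18), among others. That of Stard4 after IL-4 was lost without WT_IL4 replicate 2 (-0.48), KO_IL4 replicate 2 (-0.43) or KO_IL4 replicate 3 (-0.47).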

Differential pathway analysis using Ingenuity Pathway Analysis (IPA) further confirmed the upregulation of metabolic pathways in KO macrophages, including glycolysis and gluconeogenesis (Supplementary Fig. 2C, D).

### Metabolic Reprogramming in IGF2BP2 KO Macrophages: Increased Glycolysis and Impaired Mitochondrial Function

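Enzymes of glycolysis were higher in untreated KO macrophages and, mostly without passing the test gene by gene, lay above WT in IL-4-treated ones. A list of 20 enzymes of glycolysis, with lactate dehydrogenase, was fixed before the data were examined but with the paper's results known. It shares genes such as Pfkl with Fig. 2A, so it is not independent of the paper. Of the 20, 10 rose in M0 and none fell by edgeR (11 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.15. At an unadjusted p under 0.05, 13 were higher and 1 lower, and DESeq2 called 11 higher and limma-trend on TPM 10. After IL-4 edgeR called 1, the hexokinase gene Hk3 (0.19, standard error 0.04, adjusted p = 0.0373 from edgeR). DESeq2 called 4 higher and limma-trend on TPM 0. In edgeR's test 5 were higher when adjusted over the list alone, 10 at an unadjusted p under 0.05, and 18 of the 20 were positive (median 0.14). The adjusted p from camera was 6.73e-05 in M0 and 0.000127 after IL-4, and the adjusted p with an estimated correlation was 0.244 and 0.247. Of the 9 genes marked in Fig. 2A, 7 rose in M0. Phosphofructokinase Pfkl rose from 47.43 ± 1.55 TPM (SD, n = 3) to 65.4 ± 5.51 TPM (SD, n = 3) (log2 fold change 0.38, standard error 0.06, adjusted p = 0.00334 from edgeR), phosphoglycerate kinase Pgk1 from 1400 ± 46.2 to 1701 ± 24.9 TPM (0.29, adjusted p = 0.00921) and pyruvate kinase Pkm from 2967 ± 80.0 to 3512 ± 134 TPM (0.25, adjusted p = 0.010). Aldoc (0.39), Pgam1 (0.30), Ldha (0.23) and Eno1 (0.23) rose as well, while Acss2 (0.57, adjusted p = 0.0709 from edgeR) and Bpgm (0.11, adjusted p = 0.411) did not pass. Of the 13 genes marked in Fig. 2B, Aldh2 (0.22, standard error 0.04, adjusted p = 0.024 from edgeR) and Hk3 rose after IL-4, and 12 were higher when adjusted over the list alone, which is not independent evidence because these genes were chosen on the same libraries. Pfkl had a log2 fold change of 0.01 after IL-4, and its KO effect differed between the states (-0.37, adjusted p = 0.045 from edgeR). It was the 1 gene of the 20 for which this difference was called, and as a set the 20 did not pass (adjusted p = 0.709 from camera).
With WT replicate 3 as the only WT libraries, chosen after seeing that WT replicates 1 and 2 stand apart, 0 of the 20 enzymes were called in M0, 6 were higher at an unadjusted p under 0.05 and the median was 0.12. The 10 calls in M0 became 3 without WT_M0 replicate 2, 4 without KO_M0 replicate 2 or 3 and 6 without WT_M0 replicate 1, and the 7 calls of Fig. 2A became 3, 4 and 4 without WT_M0 replicate 2, KO_M0 replicate 2 and KO_M0 replicate 3. The 2 calls of Fig. 2B became 0 without any 1 of the WT_IL4 replicates or KO_IL4 replicate 2 or 3, 1 without WT_M0 replicate 2, any 1 of the KO_M0 replicates or KO_IL4 replicate 1, and 5 without WT_M0 replicate 3, and DESeq2 called 5.

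**Figure D2:**
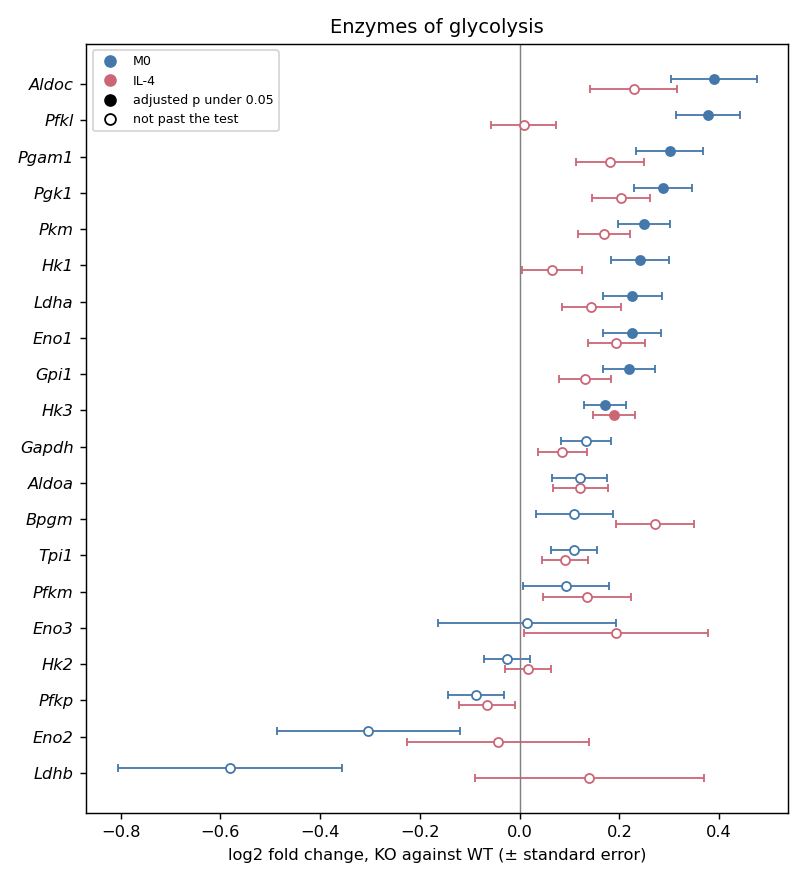
Log2 fold change of KO against WT for 20 enzymes of glycolysis in M0 (blue) and after IL-4 (red), with the standard error as bars and filled points for an adjusted p under 0.05 in edgeR's test. In M0, 10 genes are filled, from Hk3 at 0.17 to Aldoc at 0.39; after IL-4, Hk3 is.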

Genes within the glycolytic pathway were significantly upregulated in both M0 and M2 macrophages in IGF2BP2 KO cells (Fig. 2A, 2B; Supplementary Fig. 2A), with nine genes upregulated in M0 macrophages and thirteen genes upregulated in M2 macrophages. To assess the functional implications of these transcriptomic changes, we evaluated glycolytic activity by measuring the extracellular acidification rate (ECAR) using the Seahorse Glycolytic Stress Test. The results showed a significant increase in glycolysis, glycolytic capacity, and glycolytic reserve in M2 KO macrophages (Fig. 2C, E). These results suggest an increased reliance on glycolysis for energy production in IGF2BP2 KO macrophages.

Cells can dynamically switch between glycolysis, taking place in the cytosol, and oxidative phosphorylation (OXPHOS), localized within mitochondria, to meet energy demands (48. Given that metabolic homeostasis appears to be disrupted in KO cells, we further examined mitochondrial function by assessing their oxygen consumption rate (OCR). In line with the observed increase in glycolytic activity, IGF2BP2 KO macrophages exhibited a significant reduction in maximal respiration and reserve respiratory TAM- capacity in both untreated and M2 KO conditions (Fig. 2D, F). No significant differences were observed in basal respiration or ATP production rates in KO macrophages (Fig. 2F, G), indicating a specific impairment of mitochondrial respiratory capacity rather than overall energy production. Despite these functional changes, the mitochondrial DNA (mtDNA) content remained unchanged, and only a slight reduction in mitochondrial mass was observed (Fig. 2H, I). The mitochondrial membrane potential (Δψm), driven by the proton gradient generated during OXPHOS, was also decreased in IGF2BP2 KO macrophages, consistent with the observed reduction in OXPHOS activity (Fig. 2J). Moreover, mitochondrial superoxide generation, i.e., reactive oxygen species (ROS) produced during electron flow through the electron transport chain (ETC), was significantly reduced (Fig. 2K, L). This decrease reflects the lower electron flow associated with reduced OXPHOS through ETC. Transcriptomic analysis further revealed the upregulation of genes involved in mitochondrial translation and mitochondrial organization in IGF2BP2 KO macrophages. Among these, genes encoding components of the ETC were significantly increased Supplementary Fig. 2B, C), potentially representing a compensatory mechanism to counterbalance the reduced mitochondrial function.

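Of 77 genes of mitochondrial ribosomal proteins, 64 had a positive log2 fold change in IL-4-treated KO macrophages (median 0.09), 17 were higher and 1 lower at an unadjusted p under 0.05, and 1 was called. That gene, Mrps34, rose from 57.56 ± 0.934 TPM (SD, n = 3) to 66.78 ± 1.89 TPM (SD, n = 3), a log2 fold change of 0.25 (standard error 0.05, adjusted p = 0.030 from edgeR), and adjusting over the list alone gave the same count. As a set the 77 genes were higher (adjusted p = 2.32e-05 from camera, adjusted p = 0.609 with an estimated correlation). In M0, Mrpl47 (-0.24), Mrpl49 (-0.24) and Mrpl50 (-0.23) fell and none of the 77 rose by edgeR (3 lower when adjusted over the list alone; 2 higher and 7 lower at an unadjusted p under 0.05). DESeq2 called 3 lower in M0, and limma-trend on TPM 1 higher and 1 lower. The KO effect on the set differed between the states (adjusted p = 0.000262 from camera, adjusted p = 0.891 with an estimated correlation), with 13 of the 77 higher after IL-4 at an unadjusted p under 0.05, none called by edgeR, 1 by DESeq2 and 0 by limma-trend on TPM.
Of the 18 mitochondrial translation genes marked in Supplementary Fig. 3B, Mrps34 and Rcc1l (0.24, standard error 0.06, adjusted p = 0.0454 from edgeR) rose after IL-4. The other genes were positive without passing, for example the translation elongation factor gene Tsfm (0.28, adjusted p = 0.0553) and Mrpl36 (0.30, adjusted p = 0.0644). At an unadjusted p under 0.05, 17 of the 18 were higher, and 16 when adjusted over the list alone, which the paper chose on these libraries. Rcc1l was lower in untreated KO macrophages (-0.20, adjusted p = 0.0431 from edgeR) and its KO effect differed between the states (0.45, standard error 0.08, adjusted p = 0.0117 from edgeR). The 2 calls of the 18 became 0 when only the 6 libraries compared were fitted, with limma-trend on TPM, with WT replicate 3 as the only WT libraries, and without WT_IL4 replicate 1 or 2, KO_M0 replicate 2 or 3 or any 1 of the KO_IL4 replicates. They became 1 without WT_M0 replicate 2, WT_IL4 replicate 3 or KO_M0 replicate 1 and 5 without WT_M0 replicate 3, and DESeq2 called 4.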

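The 10 electron transport chain genes marked in Supplementary Fig. 3C were all positive in IL-4-treated KO macrophages, with a median log2 fold change of 0.24, but none was called by edgeR. At an unadjusted p under 0.05, 9 of them were higher, DESeq2 called 1 and limma-trend on TPM 0 at an adjusted p under 0.05, edgeR called 2 without WT_M0 replicate 3, and 8 were higher when adjusted over the list alone, which was chosen on these libraries. The largest were Ndufaf8, an assembly factor of complex I (0.33, standard error 0.12, adjusted p = 0.154 from edgeR), Cox14, an assembly factor of cytochrome c oxidase (0.30, standard error 0.09, adjusted p = 0.0948), and Atp5d, a subunit of ATP synthase (0.30, standard error 0.09, adjusted p = 0.101). In M0 the same 10 genes had a median of 0.04, and none was higher or lower at an unadjusted p under 0.05 in edgeR's test or called by DESeq2 or limma-trend on TPM. This median was -0.11 with WT replicate 3 as the only WT libraries, where 1 of the 10 was positive and 2 were lower at an unadjusted p under 0.05. Of 36 nuclear genes of complex I, 28 were positive after IL-4 (median 0.05), edgeR and limma-trend on TPM called none, edgeR also over the list alone, DESeq2 called 1 lower, and 6 were higher and 1 lower at an unadjusted p under 0.05 (adjusted p = 0.0333 from camera, adjusted p = 0.819 with an estimated correlation). In M0 their median was -0.01 with all WT libraries and -0.13 with WT replicate 3 as the only WT libraries, where 3 of the 36 were positive. Of 40 nuclear genes of complexes II to V, 29 were positive (median 0.045), none was called by edgeR in either way of adjusting or by limma-trend on TPM, DESeq2 called 1 higher, and 5 were higher and 1 lower at an unadjusted p under 0.05. In untreated KO macrophages 1 of the 40, the ATP synthase subunit gene Atp5l, fell (-0.75, standard error 0.15, adjusted p = 0.0124 from edgeR), a call that was lost without WT_M0 replicate 2 (-0.59). The paper reads the increase in electron transport chain genes as a possible compensation for reduced mitochondrial function.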

### IGF2BP2 Deficiency Alters TAM-like Polarization and Metabolic Reprogramming

Analysis of publicly available transcriptomic data (GSE162669, GSE162698; (22) indicates that IGF2BP2 expression is elevated in TAMs isolated from lung adenocarcinoma tissue compared to alveolar macrophages (AMs) from adjacent normal lung tissue (Fig. 3A). A similar upregulation was observed in TAM-like macrophages, where primary human monocyte-derived macrophages (HMDMs) were polarized towards a TAM-like phenotype using tumor-conditioned medium (TCM) from the lung adenocarcinoma cell line A549 (Fig. 3B).

To further explore the role of IGF2BP2 in murine TAM polarization, BMMs were stimulated with TCM from Lewis lung carcinoma (LLC1) cells to induce a TAM-like phenotype. qPCR analysis revealed an upregulation of *Igf2bp2* mRNA after TAM-like polarization (Fig. 3C). A panel of TAM-associated genes was analyzed by qPCR, revealing increased expression of several genes linked to TAMs (*Ccl2, Hif1a, Mmp9, Mrc1, Tgfb, Vegfa*) upon polarization Supplement Fig. 4. Notably, IGF2BP2 KO BMMs exhibited a significant reduction in selected TAM-associated genes, including *Mrc1*, *Mmp2*, and *Il10* (Fig. 3D). To evaluate how closely the TCM-based TAM-like macrophage model reflects the gene expression pattern of tumor-associated macrophages *in vivo*, we compared selected marker genes with RNA-Seq data from human TAMs and alveolar macrophages (GSE162669). As shown in Supplemental Figure 5, the murine TAM-like macrophages partially recapitulated the TAM expression profile, including increased expression of *Vegfa*, *Ccl2*, and *Mrc1*, whereas other genes, such as *Il10* and *Mmp2*, showed divergent regulation. These findings indicate that TCM treatment induces a TAM-associated, but not fully tumor-matched, macrophage phenotype.

Given the metabolic shift observed in IGF2BP2 KO M2 macrophages, we assessed the glycolytic activity in KO TAM-like macrophages using the Glycolytic Stress Test. ECAR measurements indicated a significant increase in glycolysis and glycolytic capacity in KO TAM-like macrophages compared to WT TAM-like macrophages (Fig. 3E, F). Consistent with elevated glycolytic activity, qPCR analysis demonstrated slight upregulation of glycolytic markers, including *Accs2*, *Aldh2*, *Aldoc*, *Bpgm1*, *Gapdh*, *Gpi1*, and *Pgk1*, in KO TAM-like macrophages (Fig. 3G). Mitochondrial respiration was evaluated using the Seahorse XF Cell Mito Stress Test. KO TAM-like macrophages exhibited a significant reduction in maximal respiration and reserve respiratory capacity (Fig. 3H-J). Furthermore, ATP production analysis revealed a decrease in mitochondrial-driven ATP (MitoATP) levels in KO TAM-like macrophages (Fig. 3J).

### Lipidomic Profiling Reveals Altered Membrane Lipid Composition in IGF2BP2 KO Macrophages

Lipid metabolism plays a crucial role in shaping the phenotype and function of TAMs 49. To explore the lipidomic changes associated with TAM polarization and assess the impact of IGF2BP2 on macrophage lipid metabolism, we conducted a comprehensive lipidomic analysis of WT and IGF2BP2 KO macrophages in both their native M0 and TAM-like states Supplementary file S3). TAM-like macrophages were generated by culturing BMMs in TCM from LLC1 cells for 24 hours.

Lipidomic profiling revealed consistent, though moderate, alterations between WT and IGF2BP2 KO macrophages. In the heatmap and PCA (Fig. 4A, B, Supplementary Fig. 6, WT and KO samples segregated into distinct groups under both M0 and TCM-treated conditions, indicating genotype-dependent differences in lipid composition. TAM-like polarization induced changes in glycerolipid content, especially a moderate increase in triglycerides consistent with enhanced lipid storage 50, the overall distribution of major lipid classes remained relatively comparable between WT and IGF2BP2 KO macrophages Supplementary Fig. 6A, B).

Quantitative analyses of individual lipid species (Fig. 4C-L) as well as lipid category data (Supplementary Fig. 6 demonstrated reproducible changes. These alterations were moderate in magnitude but consistent across experiments. Free cholesterol (FC) levels were noticeably elevated in KO TAM-like macrophages, but not in KO M0 cells (Fig. 4C, D). Within the phospholipid classes, phosphatidylethanolamine (PE) species containing long-chain polyunsaturated fatty acids were consistently reduced in IGF2BP2-deficient macrophages (Fig. 4E-H). Species likely to contain arachidonic acid (e.g., PE 38:4, PE 40:4, PE 40:5) and docosahexaenoic acid (e.g., PE 40:6) were particularly affected. When grouped by the number of double bonds, PE species with four or more double bonds (DB4-DB7) were significantly reduced in KO M0 macrophages Fig. 4F). TAM-like cells showed a similar trend (Fig. 4H). A similar pattern was observed for phosphatidylcholines (PCs), the most abundant class of membrane phospholipids. Highly unsaturated PC species, including PC 38:4, PC 38:5, PC 38:6, PC 40:5, and PC 40:6, were significantly decreased in both KO M0 and KO TAM-like macrophages (Fig. 4I-L). Grouped analysis further confirmed that DB4-DB6 PCs were consistently lower in IGF2BP2-deficient cells (Fig. 4J, L).

### Myeloid-Specific IGF2BP2 ΜΦ-KO Reduces Tumor Growth of Murine Subcutaneous Lewis Lung Carcinoma

To further investigate the role of IGF2BP2 in TAMs and its impact on myeloid cells within the tumor microenvironment (TME) and tumor progression, we used an LLC1 tumor model. We injected luciferase-expressing LLC1 cells subcutaneously into WT and IGF2BP2 ΜΦ-KO mice. As shown in Figure 5A-C, IGF2BP2 ΜΦ-KO mice developed significantly smaller tumors with reduced volume and weight compared to WT controls. Bioluminescence imaging on day 14 confirmed a lower tumor burden in ΜΦ-KO mice, as indicated by reduced radiance and photon flux quantification (Fig. 5D).

Flow cytometric analysis was performed to characterize the immune cell composition within the tumors. IGF2BP2 ΜΦ-KO mice exhibited a significant reduction in TAMs, defined as CD11b⁺F4/80⁺ or CD11b⁺CD68⁺ (Figure 5E-H). Given the well-established pro-tumorigenic role of TAMs 51, this reduction may contribute to the observed decrease in tumor growth. Further phenotypic analysis of TAMs using the CD86 and CD206 markers revealed a modest but significant increase in the CD86⁺CD206⁻ population in ΜΦ-KO mice, suggesting a shift toward an M1-like (classically activated) phenotype (Fig. 5I, J).

Beyond macrophages, myeloid-specific IGF2BP2 deficiency also affected other immune populations. Notably, the proportions of CD4⁺ and CD8⁺ leukocyte populations, consistent with T lymphocytes, were significantly reduced in ΜΦ-KO compared to WT tumors (Fig. 5K-N). Additionally, NK1.1⁺ natural killer (NK) cells were markedly reduced in ΜΦ-KO tumors (Figure 5O, P).

To evaluate tumor vascularization, we performed CD31 immunofluorescence staining. ΜΦ-KO tumors exhibited a significantly lower CD31-positive endothelial cell area compared to WT, indicating impaired angiogenesis (Fig. 5Q, R). Consistently, gene expression analysis showed a slight reduction in *Fgf2***,** *Hif1a***,** and *Mmp2*, while *Mmp9* expression was significantly decreased in IGF2BP2 ΜΦ-KO tumors Supplementary Fig. 7.

### Impaired Cell Migration in IGF2BP2 ΜΦ-KO Macrophages *in Vitro* and *in Vivo*

Tumor progression is closely linked to immune cell recruitment and migration 52. As shown above (Fig. 4), IGF2BP2-deficient macrophages exhibited substantial alterations in membrane lipid composition, including increased free cholesterol and decreased polyunsaturated phospholipids, both of which are known to impair membrane fluidity and potentially impede cellular motility. Given these biophysical changes and the reduced number of immune cells observed in IGF2BP2 ΜΦ KO tumors, we next investigated whether IGF2BP2 deletion directly affects macrophage migration.

RNA-Seq revealed a significant downregulation of genes associated with cell motility, migration, and movement of cellular components in cluster 1 in IGF2BP2 KO macrophages (Fig. 1I, J). Specifically, 12 genes within the GO term "cell migration" were significantly reduced in M0 macrophages (Fig. 6A). 

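Genes of adhesion and migration moved in both directions in untreated KO macrophages. A list of 33 genes of integrins, focal adhesion and chemokine receptors was fixed before the data were examined but with the paper's results known. It shares Bcar1 with Fig. 6A. Of the 33, 7 fell and 5 rose (7 and 6 when adjusted over the list alone), with a median log2 fold change of -0.01 and a mean of -0.07. The adjusted p from camera, which leaned towards higher values, was 0.873. The endothelial adhesion molecule gene Vcam1 (-1.68), the scaffold gene Bcar1 (-1.29) and the integrin gene Itgb3 (-1.07, standard error 0.18, adjusted p = 0.00275 from edgeR) fell, whereas the chemokine receptor gene Ccr1 rose (1.06, standard error 0.12, adjusted p = 0.000571 from edgeR) together with the leukocyte integrin genes Itgal, Itgam, Itgb2 and Itgb7. Vcam1 and Itgb3 were expressed at under 1 TPM in both genotypes, at 0.617 and 0.480 TPM in untreated WT. After IL-4, 2 of the 33 fell, among them the focal adhesion kinase gene Ptk2 (-0.47), and 3 rose, Itgal (0.69), Itgb7 (0.60) and Plaur (0.37), and adjusting over the list alone gave 3 and 4. The M0 calls of Ccr1, Itgb3 and Itgam held when any 1 library was left out, while those of Vcam1 and Bcar1 and the IL-4 calls named were lost without at least 1, among them KO_IL4 replicate 3 for Ptk2 (-0.47), Itgal (0.62), Itgb7 (0.63) and Plaur (0.42) and KO_M0 replicate 3 for Vcam1 (-1.33) and Bcar1 (-1.12).
Markers of fibroblasts and stromal cells were lower in the KO libraries beside these genes. None of the 19 markers tested was called by edgeR or limma-trend on TPM in either state, DESeq2 called 0 in M0 and 2 lower after IL-4, and adjusting over the list alone gave 0 and 1 lower. Of them 2 were lower at an unadjusted p under 0.05 in M0 and 13 after IL-4, and their median log2 fold change was -0.73 in M0 and -1.09 after IL-4 (adjusted p = 0.00131 and 4.94e-08 from camera, adjusted p = 0.634 and 0.376 with an estimated correlation). In M0 the shift rested on KO_M0 replicate 3, without which the set was not called (adjusted p = 0.117 from camera), nor was it with a stricter filter on low counts (0.188). The mean log2 CPM of the markers outside the paper's lists, centred over the 12 libraries, was -1.355 in that library and 0.162 and 0.038 in KO_M0 replicates 1 and 2, both above WT_M0 replicate 2 (-0.063), whereas after IL-4 the KO libraries lay between -1.268 and -0.006 and the WT libraries between 0.194 and 0.834.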

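The genes marked in Fig. 6A were lower as a group in untreated KO macrophages, with a median log2 fold change of -0.88. Icam1, an adhesion molecule for leukocytes (chromosome 9, from 21015985 to 21028817 of GRCm38), fell from 140.7 ± 10.7 TPM (SD, n = 3) to 81.33 ± 6.63 TPM (SD, n = 3), a log2 fold change of -0.78 (standard error 0.07, adjusted p = 5.89e-05 from edgeR). Gas6, a ligand of TAM receptor kinases, fell from 137.4 ± 4.51 to 78.67 ± 6.21 TPM (-0.80, adjusted p = 3.15e-05), and Csf1, the gene of M-CSF, from 5.057 ± 0.331 to 2.617 ± 0.574 TPM (-1.06, adjusted p = 0.000551). Cx3cl1 (-0.98), Carmil1 (-0.99), Ptgs2 (-0.85), Prl2c2 (-0.84), Adora2b (-0.70) and Bcar1 fell as well. Sparc (-0.92, adjusted p = 0.188 from edgeR) and Il1b (-1.34, adjusted p = 0.0512) did not pass, and both did when adjusted over the list alone, which is not independent evidence because the genes were picked on these libraries. The set was lower as a whole (adjusted p = 4.48e-23 from camera, adjusted p = 0.00357 with an estimated correlation). This test is not independent evidence either, because the paper picked the set as lower in these same M0 libraries. Sparc is also a marker of stromal cells, whose lower level in KO libraries stands beside this set.
After IL-4, Prl2c2 passed and the median was -0.29. It was -0.03 with WT replicate 3 as the only WT libraries, under which edgeR called none and 1 gene was higher and 1 lower at an unadjusted p under 0.05. The KO effect differed between the states for Csf1, Cx3cl1, Gas6, Icam1 and Ptgs2, by 0.84 to 1.53 on the log2 scale. The choice of these genes for a fall in M0 favours such a difference. Bcar1 was lost in M0 without WT_M0 replicate 2 (-1.21) or KO_M0 replicate 3 (-1.12). The IL-4 call of Prl2c2 was lost without WT_IL4 replicate 2, KO_IL4 replicate 2 or KO_IL4 replicate 3. From the lower expression of these genes the paper goes on to measure migration in a scratch assay.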

To assess the functional consequences of these transcriptional changes, we performed a scratch assay *in vitro*, which demonstrated moderately reduced migratory capacity in IGF2BP2 KO macrophages compared to WT controls (Fig. 6B, C).

To examine leukocyte migration *in vivo*, we used the dorsal skinfold chamber model, which allows real-time visualization of leukocyte-endothelial interactions within striated muscle tissue. Migration was stimulated *via* topical LPS application. Previous experiments confirmed that WT and IGF2BP2 KO macrophages exhibited a comparable pro-inflammatory response to LPS, including similar cytokine mRNA expression, TNF secretion, and activation of ERK and NF-κB signaling pathways Supplementary Fig. 8.

Using intravital fluorescence microscopy, we analyzed key leukocyte migration processes, including rolling, adherence, and transmigration. To investigate the impact of IGF2BP2 depletion on myeloid cell migration, we utilized the LysMCre system, which induces IGF2BP2 deletion primarily in macrophages, neutrophils, and monocytes. This enabled us to assess the migration dynamics of these cell populations in real-time using the dorsal skinfold chamber model (Fig. 6D-G, Supplementary Fig. 9). The specificity of the LysMCre system for myeloid cells was previously validated 53.

As expected, venous and arteriolar diameters remained comparable between WT and IGF2BP2 ΜΦ-KO mice (Fig. 6E, Supplementary Fig. 9A). However, the IGF2BP2 ΜΦ-KO mice showed a significantly reduced number of rolling and adherent leukocytes in venules at 3 and 24 hours after exposure to LPS (Fig. 6F, 6G). In addition, the number of adherent leukocytes in arterioles was significantly reduced in the KO group at 3 and 24 hours Supplementary Fig. 9C).

## Discussion

Our study highlights the critical role of IGF2BP2 in regulating macrophage metabolism, polarization, and migration, with specific implications for TAMs and tumor progression. Using myeloid-specific IGF2BP2 ΜΦ-KO mice, we demonstrate that IGF2BP2 deficiency drives a metabolic shift favoring glycolysis over OXPHOS, impairs macrophage migration, and alters TAM polarization, leading to reduced tumor growth.

### IGF2BP2 as a Regulator of Macrophage Metabolism

Macrophages exhibit remarkable metabolic plasticity, adapting their energy pathways to environmental cues. Pro-inflammatory M1 macrophages rely on glycolysis and increased glucose uptake, whereas anti-inflammatory M2 macrophages depend on fatty acid oxidation (FAO) and OXPHOS for energy (54.

IGF2BP2 plays a critical role in metabolic transitions, with its KO in macrophages leading to enhanced glycolysis (increased ECAR) and impaired mitochondrial respiration (decreased OCR). KO cells display reduced mitochondrial membrane potential, indicating mitochondrial dysfunction, alongside lower mitochondrial ROS levels, suggesting decreased electron flow through the ETC. This aligns with previous findings showing that a reduction in mitochondrial membrane potential increases activation of the mitochondrial permeability transition pore, which inhibits oxidative phosphorylation, leading to lower mitochondrial ROS production and disrupted electron flow 55. Despite these functional impairments, the mitochondrial DNA content remained stable, with only a slight reduction in mitochondrial mass, indicating that IGF2BP2 primarily regulates mitochondrial activity rather than biogenesis. Interestingly, while our data demonstrate that IGF2BP2 deficiency in macrophages enhances glycolysis, several studies in tumor cells have shown the opposite effect: IGF2BP2 promotes glycolysis by stabilizing transcripts such as *ALDOA*, *GLUT1*, *HK2*, or the lncRNA *DANCR* 9,56-58. More recently, IGF2BP2 was identified as a critical factor in PLK1-overexpressing tumors, where its loss led to a marked reduction in PLK1 expression. This disruption further impaired mitochondrial metabolism and suppressed tumor cell proliferation and survival 59. This apparent discrepancy highlights the strong context- and cell type-dependence of IGF2BP2 function. In tumor cells, IGF2BP2 acts mainly by stabilizing glycolytic mRNAs, thereby directly promoting glycolysis. In macrophages, however, our findings suggest a different mechanism: IGF2BP2 deletion primarily impairs mitochondrial respiration, which in turn leads to a compensatory metabolic shift towards glycolysis. This dual role underlines the importance of considering cellular context when interpreting IGF2BP2's metabolic functions, particularly within the tumor microenvironment.

### IGF2BP2 Modulates TAM Polarization and the Tumor Microenvironment

Our study further revealed that IGF2BP2 plays a role in macrophage polarization. IGF2BP2 expression was elevated in TAM-like macrophages, and its deletion led to a reduction in selected TAM-associated genes, including *Mrc1*, *Mmp2*, and *Il10,* and a glycolytic shift. TAMs facilitate tumor progression by secreting cytokines that enhance tumor cell proliferation and suppress immune responses 60. Myeloid-specific IGF2BP2 deletion significantly reduced tumor growth in the LLC1 model, with ΜΦ-KO mice exhibiting smaller tumors, reduced tumor burden and TAM infiltration, and an altered macrophage phenotype. However, ΜΦ-KO tumors exhibited a reduction in CD4^+^ and CD8^+^ cell populations, consistent with T lymphocytes, as well as NK cells, indicating that IGF2BP2 deletion impacts not only macrophages but also the broader immune landscape. A likely explanation for reduced T and NK cell infiltration in IGF2BP2 ΜΦ-KO tumors is the altered recruitment capacity of TAMs. TAMs contribute to T cell recruitment *via* chemokines, such as CCL5, CCL2, and CXCL9/10 61. Thus, a decrease in TAM numbers, regardless of polarization, may reduce chemokine production and lower lymphocyte recruitment.

These findings align with previous studies highlighting the role of IGF2BP2 in macrophage polarization. Our prior research 20 showed that IGF2BP2 expression is elevated in M2 macrophages and chronic inflammation but downregulated in acute inflammatory responses, indicating a context-dependent role in macrophage activation.

Consistent with this, IGF2BP2 has been shown to promote an M2 phenotype in various contexts. Elevated IGF2BP2 expression in cancer cells modulates extracellular vesicle secretion, driving macrophages toward a TAM-like phenotype and promoting tumor progression 62. Similarly, IGF2BP2 stabilizes *NRP1* mRNA, facilitating M2 macrophage polarization and enhancing bladder cancer malignancy 8. In addition, high IGF2BP2 expression correlates with immunosuppressive M2-like macrophages, angiogenesis, and immune evasion in bladder cancer 63. Further supporting the role of IGF2BP2 in macrophage polarization, IGF2BP2 deletion enhances M1 polarization and promotes inflammation in colitis while reducing IL-4-induced M2 activation, suggesting that IGF2BP2 facilitates the M1-to-M2 transition 64.

Our findings also suggest species-specific differences in IGF2BP2 regulation. While IGF2BP2 expression was not induced in HMDMs after 24 hours of LPS treatment 20, it was upregulated in murine BMMs after 4 hours of LPS treatment without significantly altering the pro-inflammatory response. This contrasts with the findings of Wang et al., where IGF2BP2 ΜΦ-KO BMMs exhibited increased pro-inflammatory cytokine expression 64, and with studies in THP-1 cells, where IGF2BP2 acts as an m⁶A reader that binds to methylated TIM1 mRNA, enhancing its stability and thereby promoting M1 polarization and inflammation 65. 

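By the criteria of the paper's motif analysis, an adjusted p under 0.05 and a log2 fold change of -2 or less, 7 genes were strongly lowered in untreated KO macrophages and 3 in IL-4-treated ones by edgeR, and 10 and 8 in the authors' deposited table of DESeq2 results. The motif was searched in the 3' UTRs of 5 of the 7, Id3, Igf2bp3, Ltf, Cxcl11 and Lyz2, for which one of at least 50 nt is annotated, and of 2 of the 3. DRACH is the sequence context in which m6A is deposited (D is A, G or T, R is A or G, H is A, C or T). The paper tested its enrichment with the tools SEA and FIMO on another Gencode release, whereas here sites were counted per kb. The longest annotated 3' UTRs of the 5 genes held 23.15 ± 4.45 (SD, n = 5 genes) DRACH sites per kb, from 18.8 in Ltf to 29.85 in Id3, the latter in 536 nt. Genes with an adjusted p above 0.5, drawn to match in 3' UTR length, held 20.39 sites per kb (permutation test, two-sided, 100000 draws, p = 0.228). Draws of 5 matched genes had an SD of 2.29 sites per kb, so only a large excess could pass. For IL-4-treated cells the values were 23.28 ± 2.89 (SD, n = 2 genes, Igf2bp3 and Lyz2) and 20.51 sites per kb (permutation test, p = 0.36). Among 43 genes lowered by a log2 of 1 or more in M0, the density was 19.49 sites per kb against 20.31 in matched genes (permutation test, p = 0.291). Over the union of all annotated 3' UTRs of each gene, the 5 genes in M0 held 24.44 sites per kb against 20.32 in matched genes (permutation test, p = 0.0479), a p that was not corrected for the 12 comparisons of this kind. The 8 genes of supplementary file 4, taken over both states, all have an annotated 3' UTR. Their density was 21.01 ± 6.98 (SD, n = 8 genes) sites per kb against 20.36 in matched controls from M0 (permutation test, p = 0.687), and over the union 22.18 against 20.39 (permutation test, p = 0.223). With controls from IL-4-treated cells the permutation test gave p = 0.744 and p = 0.229. Lyz2 (25.32 sites per kb) is among the 5 and the 2 because the Cre cassette is inserted into it, which leaves Igf2bp3 as the 1 other gene after IL-4. The call of Ltf was lost without WT_M0 replicate 2 (-1.76), KO_M0 replicate 2 (-2.04) or KO_M0 replicate 3 (-1.995).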

Consistent with this, our data show that transcripts strongly downregulated in IGF2BP2 KO macrophages are significantly enriched in m^6^A motifs in their 3'UTRs, namely DRACH motifs 47, supporting a role for IGF2BP2 as an m^6^A-reader 66 stabilizing these mRNAs Supplementary file 4. These discrepancies highlight the complexity of IGF2BP2's role in macrophage polarization, influenced by differences in experimental models, polarization conditions, and species-specific responses. Murine macrophages generally exhibit a limited LPS response due to the rapid induction of negative feedback regulators 67. Moreover, human macrophages activated by LPS rely on oxidative phosphorylation rather than glycolysis for ATP generation 68, potentially contributing to the observed differences between murine and human macrophages.

### IGF2BP2 and Macrophage Migration

Macrophage migration is essential for tumor progression, as alterations in motility can significantly affect immune responses and cancer development 69. Our findings demonstrate that KO macrophages exhibit a markedly impaired migration capacity both *in vitro* and *in vivo*. In the dorsal skinfold chamber model, ΜΦ-KO mice had fewer rolling and adherent leukocytes at inflammation sites. RNA-Seq analysis revealed downregulation of migration-related genes in KO macrophages, which was further confirmed by a scratch assay showing reduced migration. Consistent with previous findings that IGF2BP2 activates RhoA/ROCK signaling 70, our Ingenuity Pathway Analysis (IPA) of IGF2BP2 KO macrophages revealed significant downregulation of pathways associated with actin-based cell motility, particularly those involving RhoA.

Beyond cytoskeletal signaling, membrane lipid composition emerged as a critical determinant of migratory capacity. Our lipidomic analyses revealed consistent but moderate alterations in IGF2BP2-deficient macrophages. Reductions in polyunsaturated phosphatidylethanolamine (PE) and phosphatidylcholine (PC) species, particularly those containing four or more DB arachidonic and docosahexaenoic acyl chains, were observed. We detected elevated free cholesterol (FC) concentrations in KO TAM-like macrophages. Such an increase in FC, characterized by a rigid and planar molecular structure, increases lipid packing and decreases membrane fluidity, negatively affecting dynamic cellular activities, including migration 71-73. Indeed, both PE and PC have been implicated in promoting cellular motility through increased membrane flexibility and curvature 71-73. Notably, a balanced phospholipid-to-free cholesterol (PL/FC) ratio has previously been reported to be essential for efficient macrophage phagocytosis 74. Thus, the observed lipid changes, notably the decreased polyunsaturated phospholipid species and increased cholesterol concentrations, collectively suggest impaired membrane fluidity and diminished functional plasticity of IGF2BP2-deficient macrophages. Nevertheless, these changes are unlikely to represent the sole mechanism underlying impaired migration; rather, they are one aspect of the broader metabolic reprogramming induced by IGF2BP2 loss.

These migratory defects were not attributable to altered acute inflammatory activation; upon LPS stimulation, both WT and KO BMMs mounted comparable pro-inflammatory responses, and no phenotypic changes were detected.

These findings are consistent with previous research suggesting that IGF2BP2 plays a pivotal role in immune cell recruitment to the TME, potentially through cytokines like CCL2 64. For instance, in oral squamous cell carcinoma, high IGF2BP2 expression was linked to reduced immune cell infiltration, suppressed immune responses, and fewer CD8^+^ T cells 75.

Another intriguing aspect of our findings relates to macrophage polarization, as metabolic reprogramming in KO TAM-like macrophages suggests a shift toward a more pro-inflammatory phenotype. While the exact relationship between macrophage phenotype and migration remains unclear, evidence suggests that morphology and motility are closely linked. For example, pro-inflammatory M1 macrophages typically exhibit more persistent and directed movement than anti-inflammatory M2 macrophages 76,77. This raises the possibility that IGF2BP2 may modulate migration not only through direct signaling pathways but also by influencing macrophage polarization and subsequent morphological changes.

This study has several limitations that should be considered when interpreting the results. The LysM-Cre model used to delete IGF2BP2 is not entirely specific for myeloid cells, raising the possibility of effects in other cell types 78. Furthermore, the number of biological replicates was relatively small, which reduces the statistical power to detect subtle effects. Some of the observed changes were moderate in magnitude and should be interpreted with caution. Finally, tumor experiments were performed exclusively in female mice, so sex-specific differences in the role of IGF2BP2 cannot be ruled out. Also, the TCM-based TAM-like model only partially reproduces the complex tumor-macrophage interactions occurring *in vivo*.

## Conclusions

Taken together, our study identifies IGF2BP2 as a key regulator of macrophage metabolism, polarization, and migration, with significant implications for TAM function and tumor progression. IGF2BP2 deletion induces a metabolic shift toward glycolysis, impairs TAM-like polarization, and disrupts macrophage migration, collectively contributing to reduced tumor growth. These findings suggest that therapeutic targeting of IGF2BP2 in myeloid cells may offer a novel approach to modulate the tumor microenvironment and inhibit cancer growth.

## Supplementary Material

Supplementary figures and table.

Supplementary file 1.

Supplementary file 2.

Supplementary file 3.

Supplementary file 4.

Supplementary file 5.

## Figures and Tables

**Figure 1:**
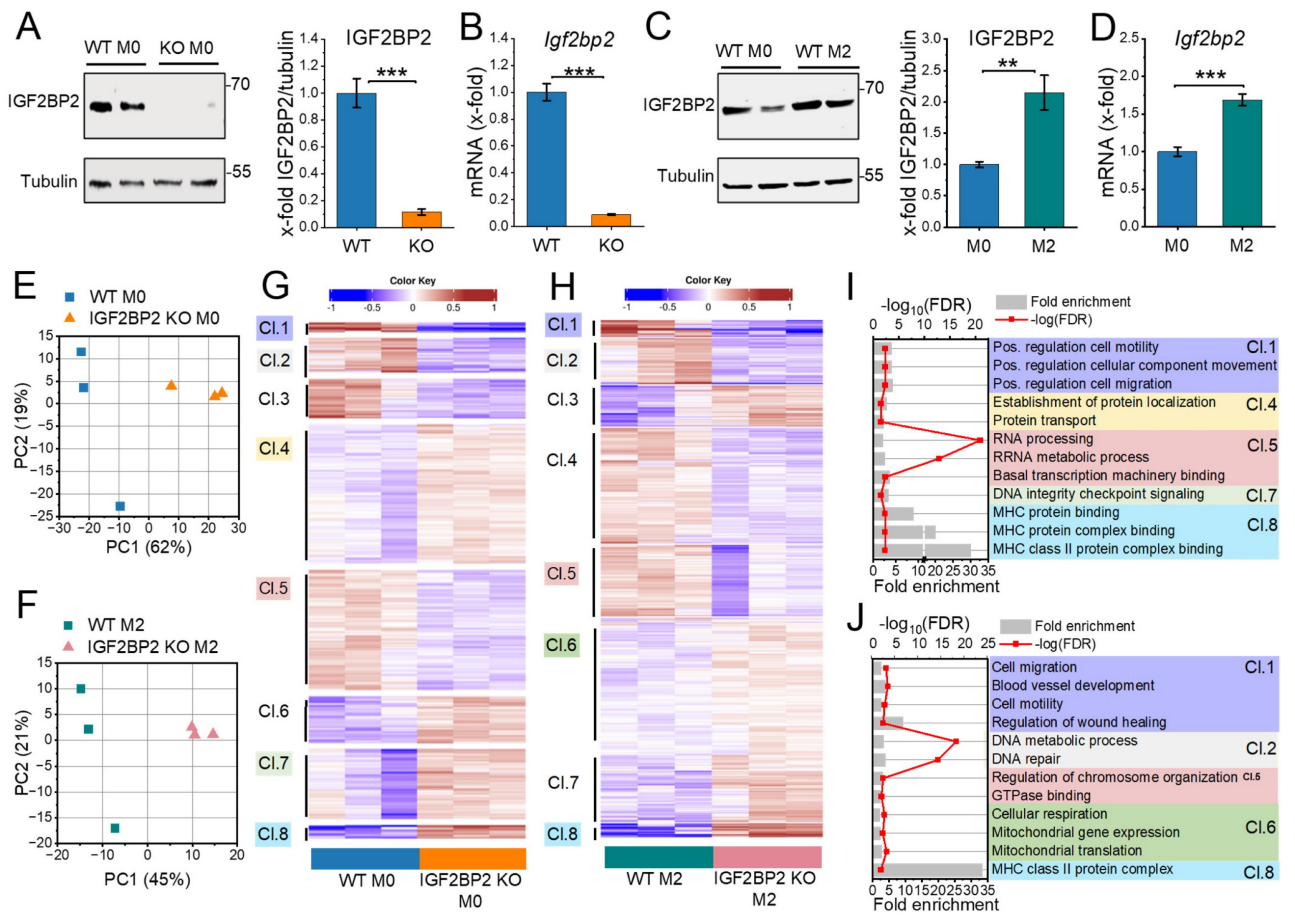
** Differentially expressed genes in WT and IGF2BP2 KO macrophages.** BMMs from WT and IGF2BP2 ΜΦ-KO mice were cultured in standard medium (M0) or treated with IL-4 (8 h, 20 ng/ml) to induce M2 polarization. **(A-D)** IGF2BP2 expression was assessed at the **(A, C)** protein level (n = 10 mice per group; n = 3 mice per group, duplicates), normalized to tubulin, and **(B, D)** mRNA level (n = 3 mice per group; n = 4 mice per group, duplicates), normalized to *RNA18S* (B) or *Ppia* (D). Data are expressed as fold change relative to untreated WT M0. **(E, F)** PCA of transcripts per million (TPM) values for all annotated protein-coding genes (>0.5 TPM; n = 3 mice per group). **(G, H)** K-means clustering of DEGs identified by DESeq2 analysis (input data = TPM) in **(E, G)** untreated and **(F, H)** IL-4-treated BMMs. **(I, J)** Selected Gene Ontology (GO) terms for biological processes, molecular functions, and cellular components enriched in the clusters (Cl.) identified in **(G, H)**.** I** is based on clustering from **G,** while **J** is based on clustering from **H**. Fold enrichment values are shown, and enrichment significance is represented by false discovery rate (FDR) values (fold change > 2, FDR < 0.05). **(A-D)** Data are presented as mean ± SEM. Statistical analysis was performed using Student's *t*-test (*p < 0.05; **p < 0.01; ***p < 0.001).

**Figure 2:**
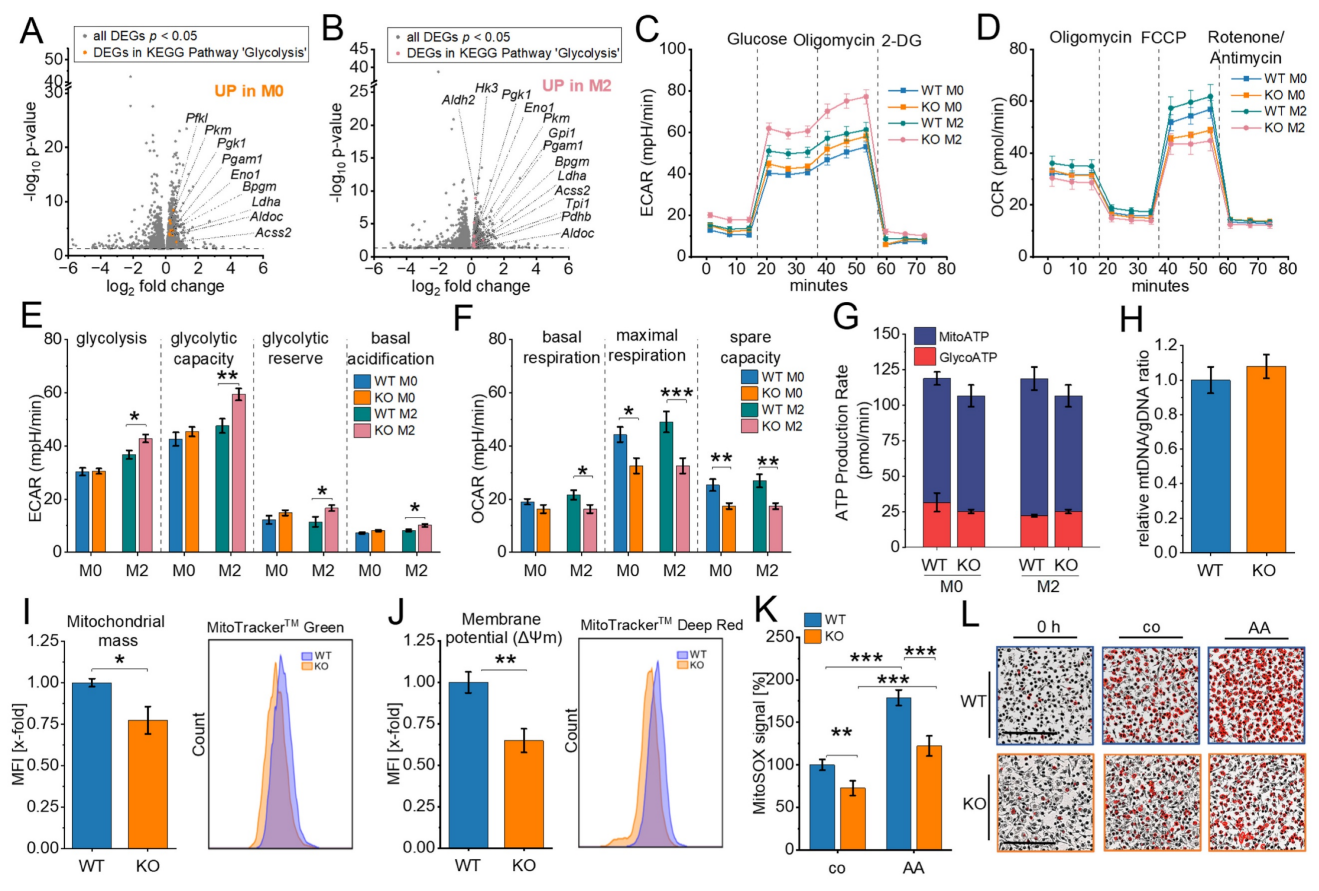
** Metabolic reprogramming in IGF2BP2 KO macrophages. (A, B)** Volcano plots of DEGs (shown in gray), with significantly upregulated glycolytic pathway genes highlighted in M0 (orange, A) and M2 (purple, B) macrophages (n = 3 mice per group). **(C, E)** Extracellular acidification rate (ECAR) during the glycolysis stress test and **(D, F)** Oxygen consumption rate (OCR) during the mitochondrial stress test in untreated (M0) and IL-4-treated BMMs, measured using the Seahorse XF Pro Analyzer (n = 4 mice per group, triplicates). **(H)** Quantitative RT-PCR detection of the relative mtDNA/gDNA ratio in BMMs (n = 8 mice per group, duplicates). **(I, J)** Flow cytometric measurements of mitochondrial mass **(I)** and mitochondrial membrane potential **(J)** relative to WT BMMs (n = 5-6 mice per group, duplicates), with pseudocolor plots of representative samples. **(K, L)** The MitoSOX™ signal was measured using live-cell imaging with the Incucyte^®^ S3 system 15 minutes after adding MitoSOX or Antimycin A (AA). Fluorescence intensities relative to WT (set to 100%) are shown. **(L)** Representative Images. The fluorescence signal is shown in red. Scale bar = 200 µm (n = 4 mice per group, quadruplicates). *p* values were determined using one-way ANOVA followed by Bonferroni post-hoc tests (E-G, K) or Student's *t*-test (I, J) (* *p* < 0.05; **p < 0.01; ***p < 0.001).

**Figure 3:**
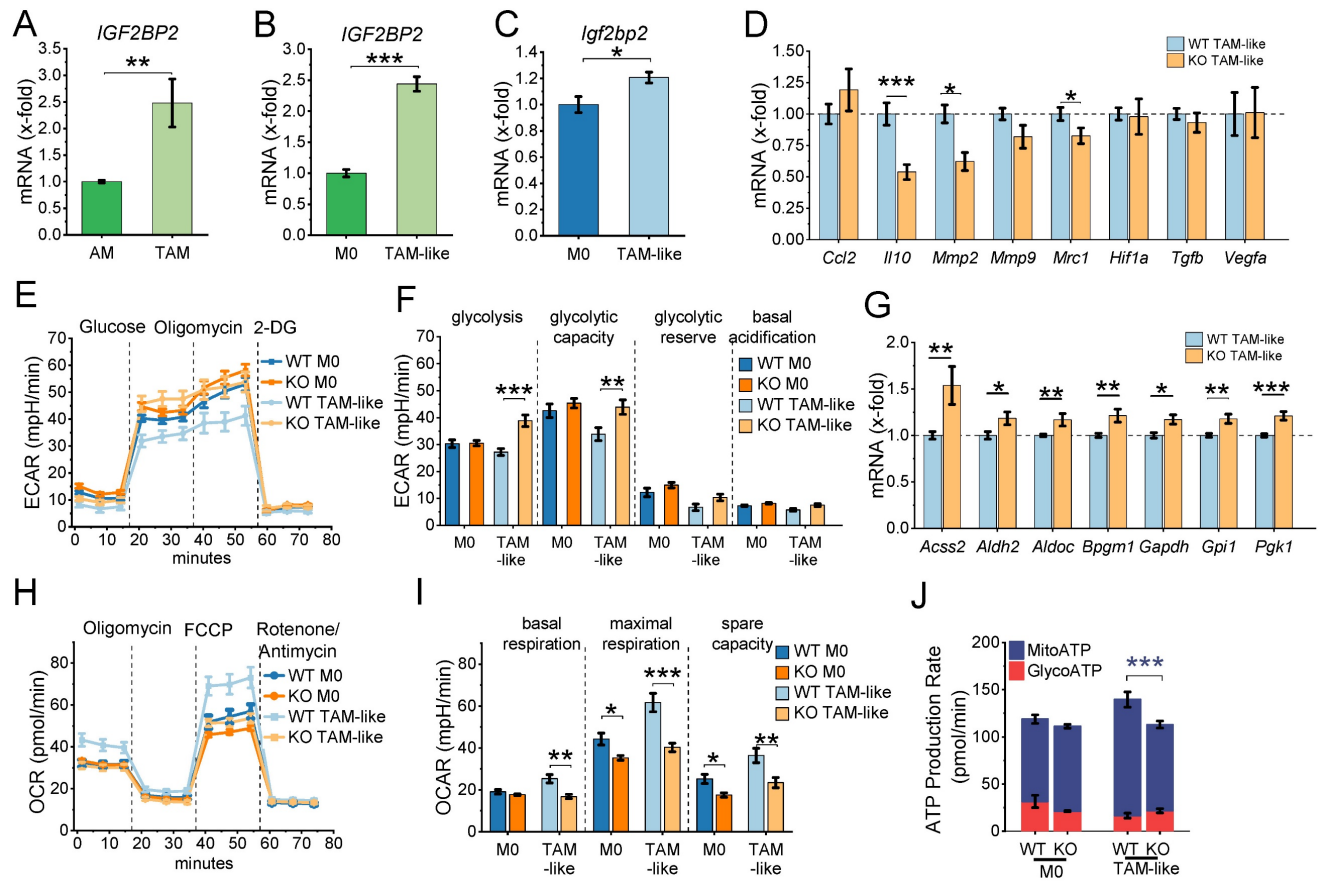
** IGF2BP2 regulates TAM-like polarization and metabolic reprogramming. (A)** Gene expression in macrophages from lung adenocarcinoma (TAMs) and adjacent non-tumor tissue (AMs) using publicly available RNA-Seq data from dataset GSE162669 (n = 3 donors per group, triplicates). **(B)** Gene expression of HMDMs polarized with TCM from A549 cells for 24 h, using publicly available data from GSE162698 (n = 3 individual donors). **(C-J)** BMMs were cultured in standard medium (M0) or TCM from LLC1 cells (TAM-like) for 8 hours. mRNA expression was measured by qPCR and normalized to *Ppia*. **(C)** *Igf2bp2* expression is presented as fold change relative to M0 (n = 4 mice per group, duplicates). **(D)** Expression of TAM-like macrophage markers is shown as a fold change of WT TAM-like (n = 6 mice per group, duplicates). **(E, F)** ECAR during the Glycolysis Stress Test and **(H-J)** OCR during the mitochondrial stress test were measured in M0 and TAM-like macrophages using the Seahorse XF Pro Analyzer (n = 4 mice per group, triplicates). **(G)** mRNA expression of glycolytic markers, expressed as x-fold change relative to TAM-like macrophages (n = 4 mice per group, duplicates). Data are presented as mean ± SEM. Statistical significance was determined by Student's *t*-test (A-D, G) or ANOVA followed by Bonferroni post-hoc test (F, I, J) (*p < 0.05; **p < 0.01; ***p < 0.001).

**Figure 4:**
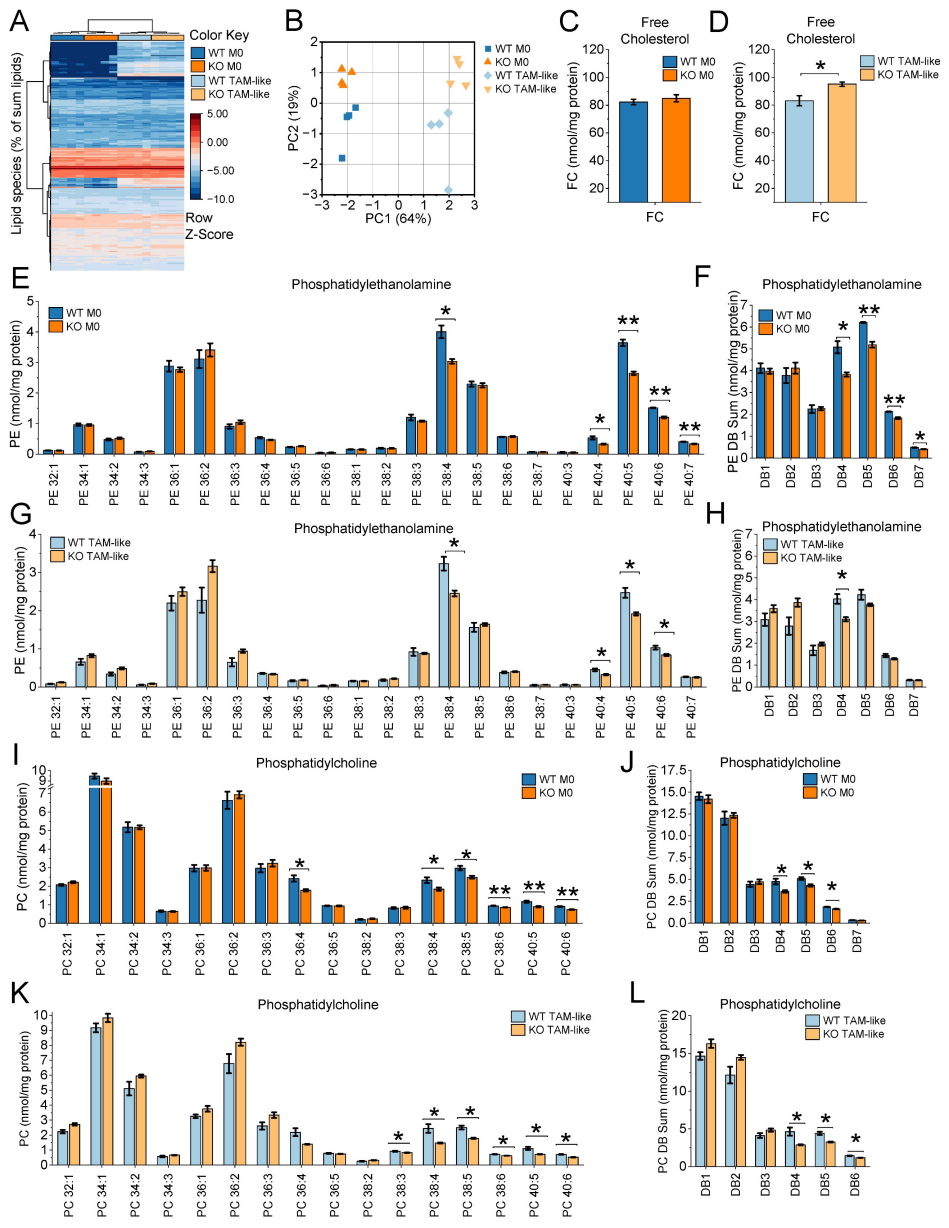
** IGF2BP2 deficiency alters membrane lipid composition in macrophages (M0 and TAM-like).** BMMs were cultured either in standard medium (M0) or in TCM from LLC1 cells for 8 hours to induce TAM-like polarization. Lipid concentrations in WT and IGF2BP2 KO M0 and TAM-like macrophages were analyzed by mass spectrometry. **(A)** Hierarchical clustering of log₂-transformed lipid data expressed as a percentage of total lipids, using Ward's linkage and Euclidean distances. Samples are color-coded: WT M0 (dark blue), KO M0 (orange), WT TAM-like (light blue), and KO TAM-like (yellow). **(B)** PCA of log₂-transformed lipid concentrations (nmol/mg protein) across all lipid species. **(C, D)** Quantification of free cholesterol (FC) in WT and IGF2BP2 KO macrophages under M0 and TAM-like conditions. **(E-H)** Concentrations of phosphatidylethanolamine (PE) species (E, G) and PE species grouped by double bond (DB) number (F, H). **(I-L)** Concentrations of phosphatidylcholine (PC) species (I, K) and PC species grouped by DB number (J, L). Lipid concentrations are expressed as nmol/mg protein. Statistical significance was determined by Student's t-test (C, D) or ANOVA with Bonferroni's post hoc test (E-J). (*p < 0.05; **p < 0.01; ***p < 0.001).

**Figure 5:**
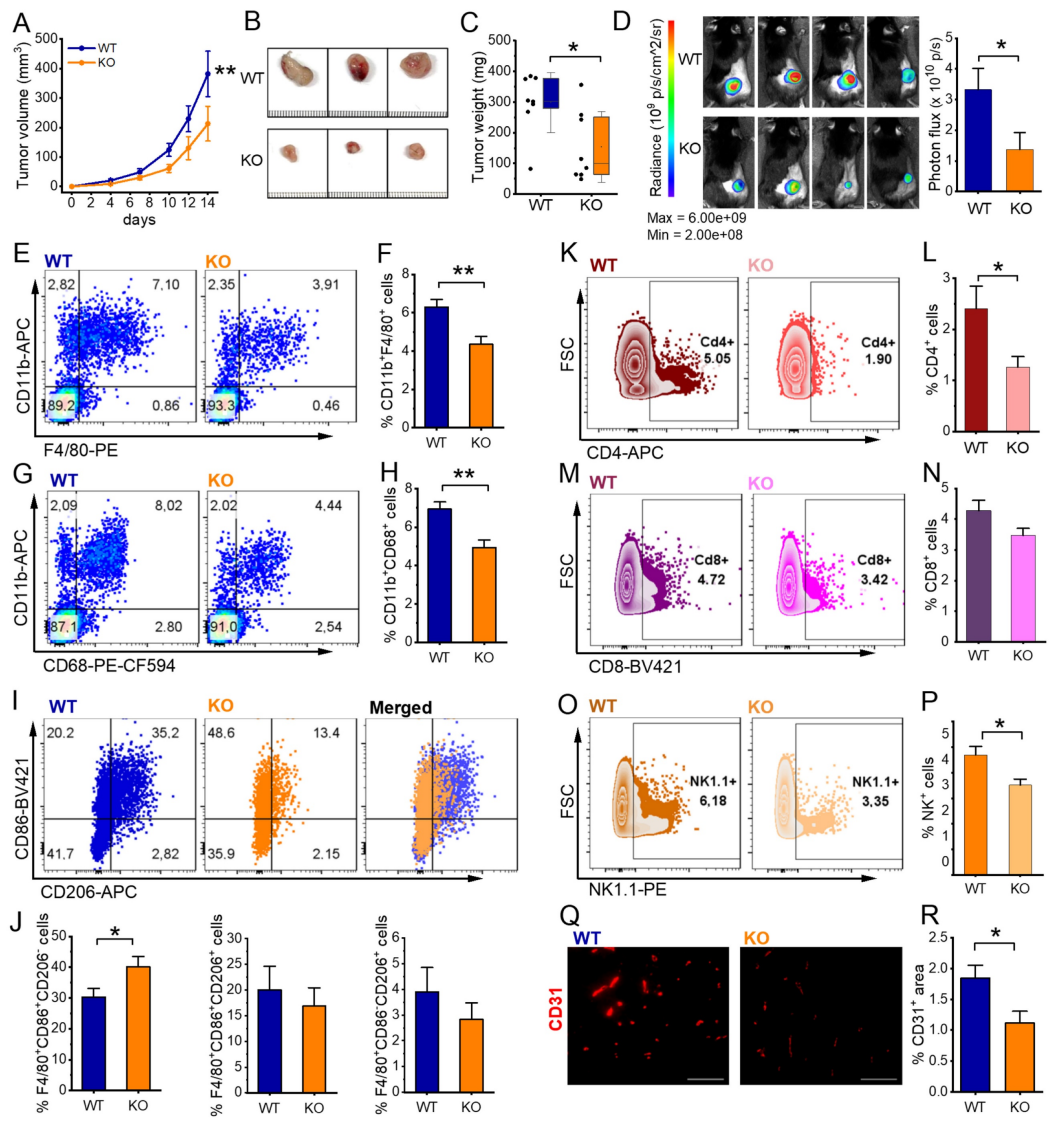
**IGF2BP2 ΜΦ-KO reduces tumor growth, alters immune cell infiltration, and impairs angiogenesis in LLC1 tumors.** Luciferase-expressing Lewis lung carcinoma (LLC1) cells were injected subcutaneously into WT and IGF2BP2 ΜΦ-KO mice. **(A)** Tumor volume. **(B)** Representative images of resected subcutaneous tumors, scale bar = 1 mm per line. **(C)** Comparison of tumor weights between WT and IGF2BP2 ΜΦ-KO mice. **(D)** Bioluminescence imaging of luciferase-expressing LLC1 cells following luciferin injection, with photon flux intensity quantified on day 14. **(E-J)** For flow cytometric analysis, tumors were collected and dissociated on day 14. **(E, G,** left panel**)** Representative dot plots showing TAMs, gated as CD11b⁺F4/80⁺ or CD11b⁺CD68⁺ populations **(F, H**, right panels**)** TAM quantification. **(I)** TAM polarization. Representative F4/80⁺-gated plots showing CD86 vs. CD206 for WT and KO, plus a merged/overlay panel (WT vs. KO) to illustrate population shifts.**(J)** Quantification of TAM subsets within F4/80⁺: CD86⁺CD206⁻ (M1-like), CD86⁺CD206⁺ (mixed), and CD86⁻CD206⁺ (M2-like), expressed as % of F4/80⁺ TAMs per tumor. **(K, M, O)** Representative FSC-A versus CD4, CD8, or NK1.1 plots of viable singlets with a right-hand rectangular gate delineating CD4⁺, CD8⁺, or NK1.1⁺ cell populations. **(L, N, P)** Quantification of CD4⁺, CD8⁺, and NK1.1⁺ cells, expressed as % of viable singlets per tumor.** (Q)** Vascularization was quantified as the CD31-positive area fraction. For each field (entire cropped image area), a global threshold was applied to generate a binary red mask, and the %CD31⁺ area was computed as 100 × (area of threshold-positive pixels / total area of the cropped field). Images were acquired with identical exposure settings. Scale bar = 100 µm. ((A-J) n = 8 mice per group, (Q) n = 8 WT, n = 7 ΜΦ-KO mice per group, from two independent experiments). Statistical significance was determined using two-way ANOVA for multiple time points (A) and Student's *t*-test for comparisons in (C-R) (*p < 0.05; **p < 0.01; ***p < 0.001).

**Figure 6:**
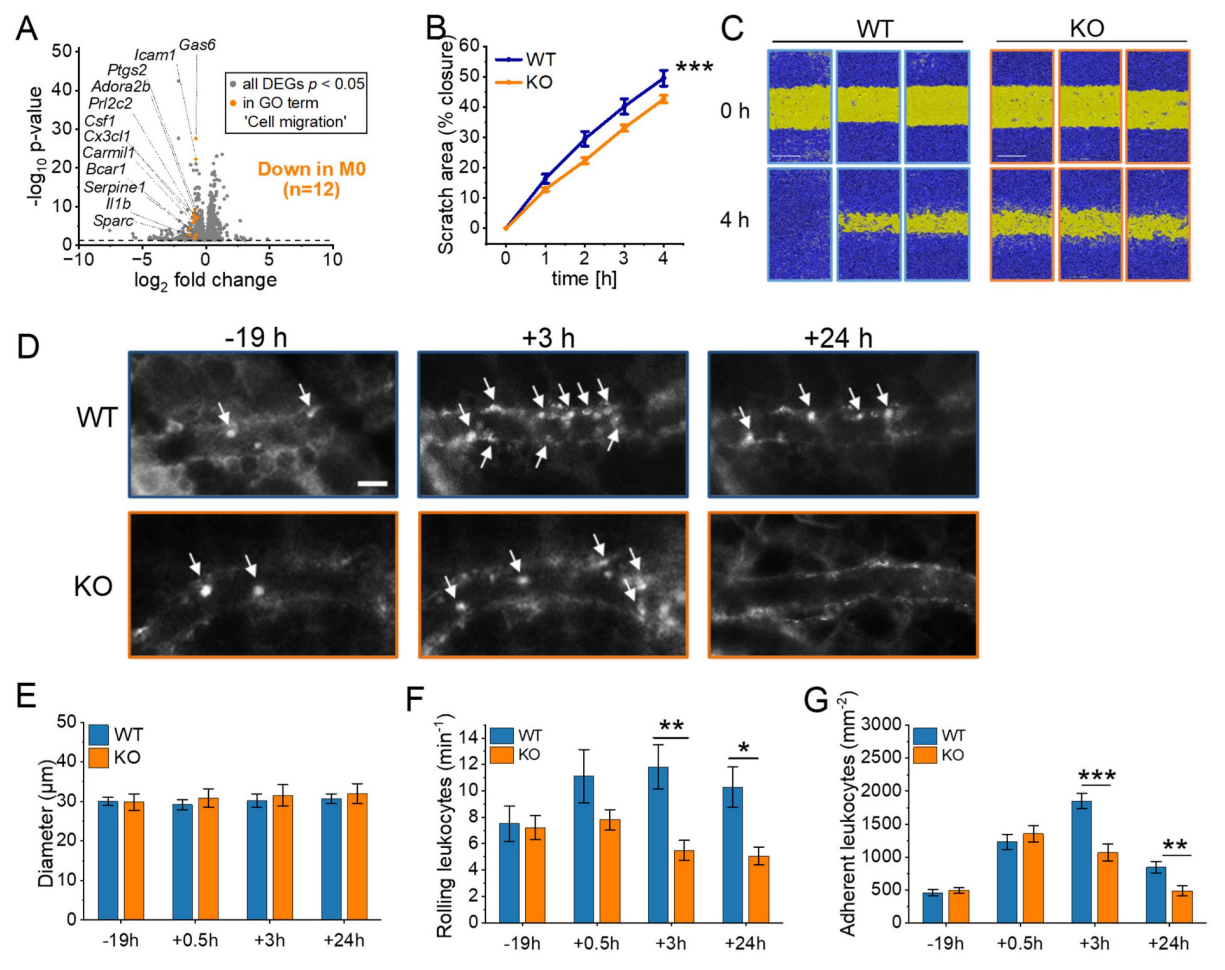
** IGF2BP2 deficiency impairs macrophage migration and reduces leukocyte recruitment *in vivo*. (A)** Volcano plots of DEGs (shown in gray), with significantly downregulated genes in the GO term “cell migration” (GO:0030335) highlighted in orange for M0 macrophages (n = 3 mice per group). **(B, C)** Live-cell microscopy-based analysis of cell migration. Following scratch, scratch area coverage (%) of WT and IGF2BP2 KO BMMs was monitored in an IncuCyte^®^ S3 system over 4 hours. Representative images are shown; scale bar = 400 µm (n = 7 mice per group, triplicates). **(D)** Intravital fluorescence microscopic images of postcapillary venules in the dorsal skinfold chamber of WT and IGF2BP2 ΜΦ-KO mice 19 h before and 3 and 24 h after LPS treatment. Green-light epi-illumination with staining of leukocytes (arrows) by rhodamine 6G. Scale bar = 30 μm. Quantification of **(E)** venous and arteriolar diameters**, (F)** rolling leukocytes, **(G)** adherent leukocytes in dorsal skinfold chambers of WT and IGF2BP2 ΜΦ-KO mice (n = 8 mice per group) that were exposed to LPS for 0.5 hours. WT and IGF2BP2 ΜΦ-KO animals were analyzed at corresponding time points. Measurements were obtained using intravital fluorescence microscopy and computer-assisted image analysis. Data are presented as mean ± SEM. Statistical significance was determined using two-way ANOVA for multiple time points (B) or Student's *t*-test for individual time points (E-G) (*p < 0.05; **p < 0.01; ***p < 0.001).

## Data Availability

Raw and processed RNA-sequencing data were deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE292558. RNA-Seq data shown in Fig. 3 A and B were obtained from GEO under accessions GSE162669 and GSE162698.

# Supplementary material for: IGF2BP2 Deficiency in Macrophages Impairs Migration, Reprograms Metabolism, and Limits Tumor Progression
**Source:** Int J Biol Sci. 2026 Feb 18;22(6):2754–73. doi: 10.7150/ijbs.122142
**Supplement:** Supplementary file 1 — Supplementary figures and table.

# Supplement

## IGF2BP2 Deficiency in Macrophages Impairs Migration, Reprograms Metabolism, and Limits Tumor Progression

1 **Hanna S. Schymik<sup>1</sup>, Selina Wrublewsky<sup>2,6,7</sup>, Marcus Höring<sup>3</sup>, Gerhard Liebisch<sup>3</sup>, Simon Both<sup>1</sup>,**  
2 **Gilles Gasparoni<sup>4</sup>, Caroline Bickelmann<sup>2</sup>, Hanah Robertson<sup>5</sup>, Charlotte Dahlem<sup>1</sup>, Jörn Walter<sup>4</sup>,**  
3 **Volkhard Helms<sup>5</sup>, Matthias W. Laschke<sup>2,6,7</sup>, Emmanuel Ampofo<sup>2,6,7</sup>, Jessica Hoppstädter<sup>1</sup>,**  
4 **Alexandra K. Kiemer<sup>1,6,7\*</sup>**

5

6

7
8 Regensburg, Germany.

9

10

11
12 Germany.

13 <sup>7</sup>PharmaScienceHub (PSH), Saarland University, Saarbrücken, Germany.

17 Supplemental Tables  
18  
19 Table 1: Primer Sequences

| Gene                     | Accession number | Primer forward sequence       | Primer reverse sequence       |
|--------------------------|------------------|-------------------------------|-------------------------------|
| <i>Acss2</i>             | NM_019811.3      | TATGTGACCGGAGATGGCTGC         | TCGTGTTCCACAAGTGCCGA          |
| <i>Aldh2</i>             | NM_001308450     | GGACCTACCTAGCGGCCTTG          | TGGTACTTGTCTAGCCCAGCC         |
| <i>Aldoc</i>             | NM_001303423     | CATCTGCCAGCAGAATGGGAT         | GCTTGAGCAGAGTCCCTTCG          |
| <i>Bpgm1</i>             | NM_007563.5      | GTCTGCAGCACGGCGTTAC           | CAAGAACAGCAGTATATCTGCAAG<br>G |
| <i>Cxcl1</i>             | NM_008176.3      | AACCGAAGTCATAGCCACACT         | CCGTTACTTGGGGACACCTT          |
| <i>Fgf2</i>              | NM_008006.2      | GCTCTACTGCAAGAACGGCG          | TAACACACTTAGAAGCCAGCAGC       |
| <i>Gapdh</i>             | NM_001289726.2   | TCGGTGTGAACGGATTTGGC          | TGAAGGGGTCTGTTGATGGCA         |
| <i>Gpi1</i>              | NM_008155.4      | CCTGTCTACGAACACGGCCA          | GCTGACCACAGCGAATAGCG          |
| <i>Hif1a</i>             | NM_001313919     | TCAAGCAGCAGGAATTGGAACAT       | TCATCCATTGACTGCCCCAGC         |
| <i>Hk2 (genomic DNA)</i> | NC_000072.7      | GCCAGCCTCTCCTG ATTTTAGTGT     | GGGAACACAAAAGACCTCTTCTGG      |
| <i>Il1β</i>              | NM_008361.3      | CCAAAAGATGAAGGGCTGCTT         | GGAAGGTCCACGGGAAAGAC          |
| <i>Il6</i>               | NM_031168.2      | AAGAAATGATGGATGCTACCAAAC<br>G | GTACTCCAGAAGACCAGAGGAAAT<br>T |
| <i>Igf2bp2</i>           | NM_183029.2      | TTGGATGGGCTGTTGGCTGA          | GTGACGTTGACAACGGCAGTT         |
| <i>Mito 16S</i>          | AP014886.1       | CCGCAAGGGAAAGATGAAAGAC        | TCGTTTGGTTTCGGGGTTTC          |
| <i>Mito Nd1</i>          | AP014886.1       | CTAGCAGAAACAAACCGGGC          | CCGGCTGCGTATTCTACGTT          |
| <i>Mmp2</i>              | NM_008610.2      | CATCGCTGCACCATCGC             | GCATGGTCTCGATGGTGTTC          |
| <i>Mmp9</i>              | NM_013599.3      | GCCGACTTTTGTGGTCTTCC          | TACAAGTATGCCTCTGCCAGC         |
| <i>Mrc1</i>              | NM_008625.2      | TTCAGCTATTGGACGCGAGG          | GAATCTGACACCCAGCGGAA          |
| <i>Nos2</i>              | NM_010927.3      | CTTCCTGGACATTACGACCC          | TACTCTGAGGGCTGACACAA          |
| <i>Pgk1</i>              | NM_008828.3      | CAAGCTGGACGTGAAGGGGAA         | AACAGCAGCCTTGATCCTTTGGT       |
| <i>Ppia</i>              | NM_008907.1      | GCGTCTCCTTCGAGCTGTTT          | CACCCTGGCACATGAATCCT          |
| <i>RNA18S</i>            | NR_003278.3      | AGGTCTGTGATGCCCTTAGA          | GAATGGGGTTCAACGGGTTA          |
| <i>Tgfb</i>              | NM_011577.1      | ACCCTGCCCTATATTTGGA           | CGGGTTGTGTTGGTTGTAGAG         |
| <i>Tnf</i>               | NM_013693.2      | CCATTCTGAGTTCTGCAAAGG         | AGGTAGGAAGGCCTGAGATCTTAT<br>C |
| <i>Vegfa</i>             | NM_001025250.3   | CCACCATGCCAAGTGGTCCC          | ACCAGGGTCTCAATCGGACG          |

20 **Supplemental Figures**

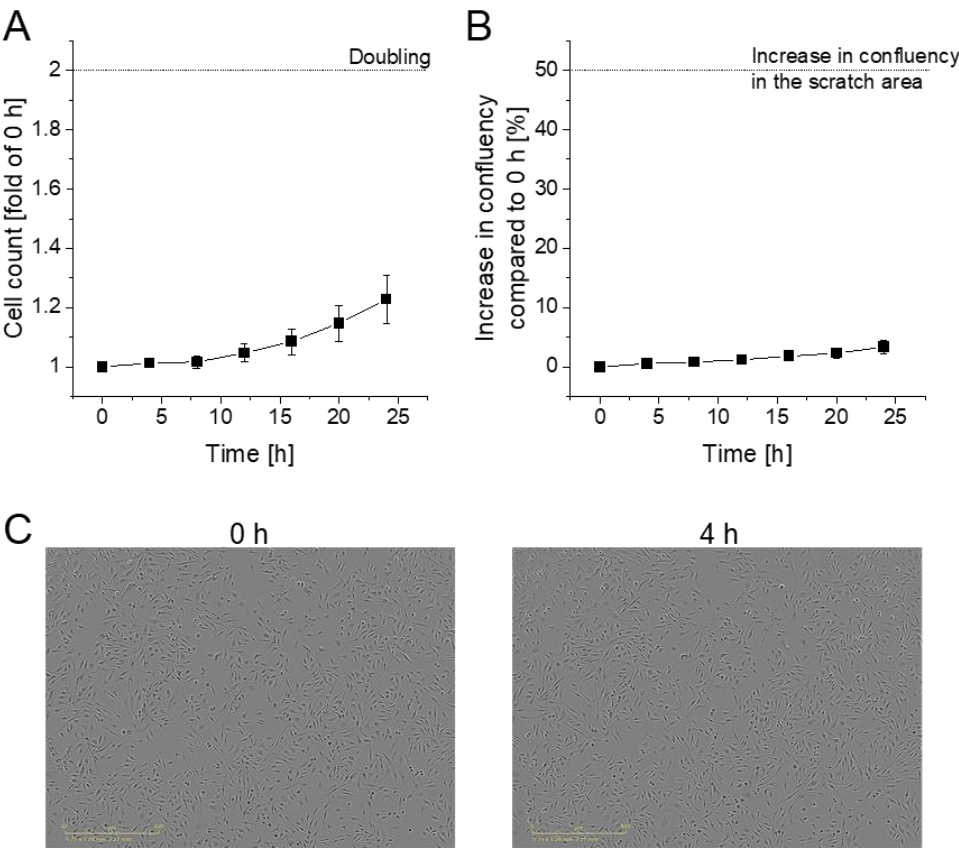

21  
22 **Supplemental Figure 1.** Proliferation of bone marrow-derived macrophages under culture conditions used for  
23 migration assays (n=8). (A) Cell counts over 24 h, normalized to baseline at 0 h. BMMs showed only a 1.2-fold  
24 increase after 24 h. (B) Confluency increase measured by IncuCyte live-cell imaging. Confluency increased by  
25 3.3 % after 24 h, corresponding to ~0.13 % per hour. (C) Representative phase-contrast images of BMM cultures  
26 at 0 h and 4 h, illustrating negligible changes in cell density over the assay period. Scale bar: 400 μm.

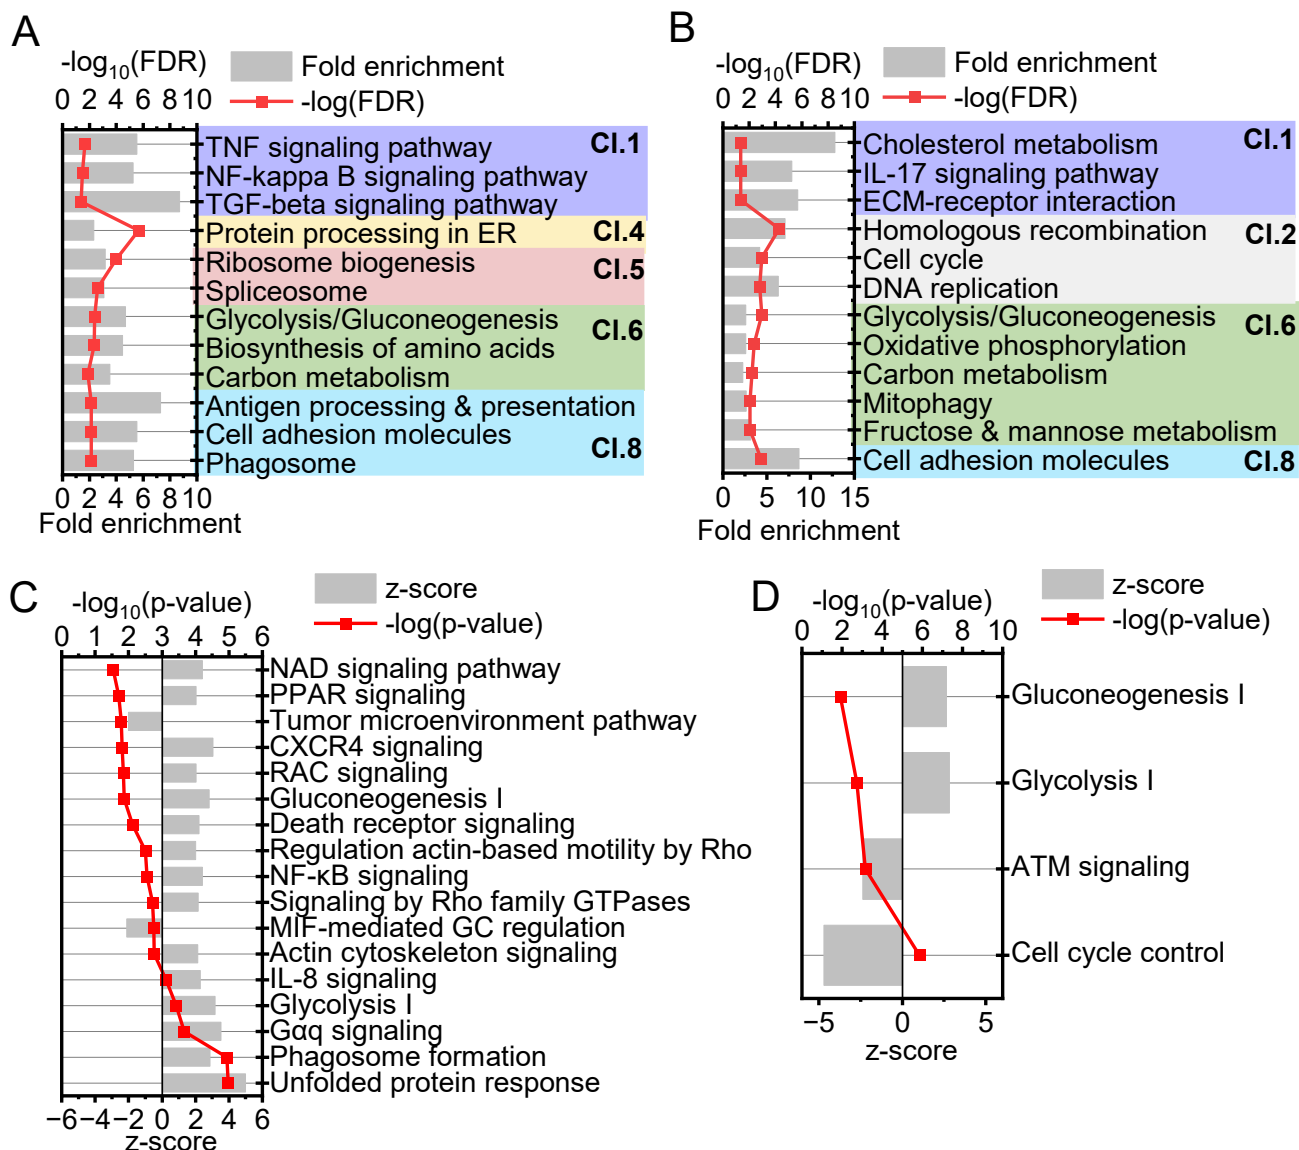

### Supplemental Figure 2. Pathway Analysis in WT and IGF2BP2 KO Macrophages.

(A, B) Selected KEGG pathways enriched in clusters (CI) identified as shown in Figure 1C and 1D. Pathway enrichment significance is shown by false discovery rate (FDR) values (fold change > 2, FDR < 0.05). (C, D) Ingenuity Pathway Analysis (IPA) of differentially expressed genes (DEGs;  $p < 0.05$ ) in untreated (A, C) and IL-4-treated (8 h, 20 ng/ml) (B, D) BMMs ( $n = 3$  mice per group) from WT and IGF2BP2 MΦ-KO mice  $n = 3$  mice per group) (Supplementary file S5). Pathways are ranked by activation z-scores (z-score > 2,  $p$ -value < 0.05), indicating predicted pathway activation states.

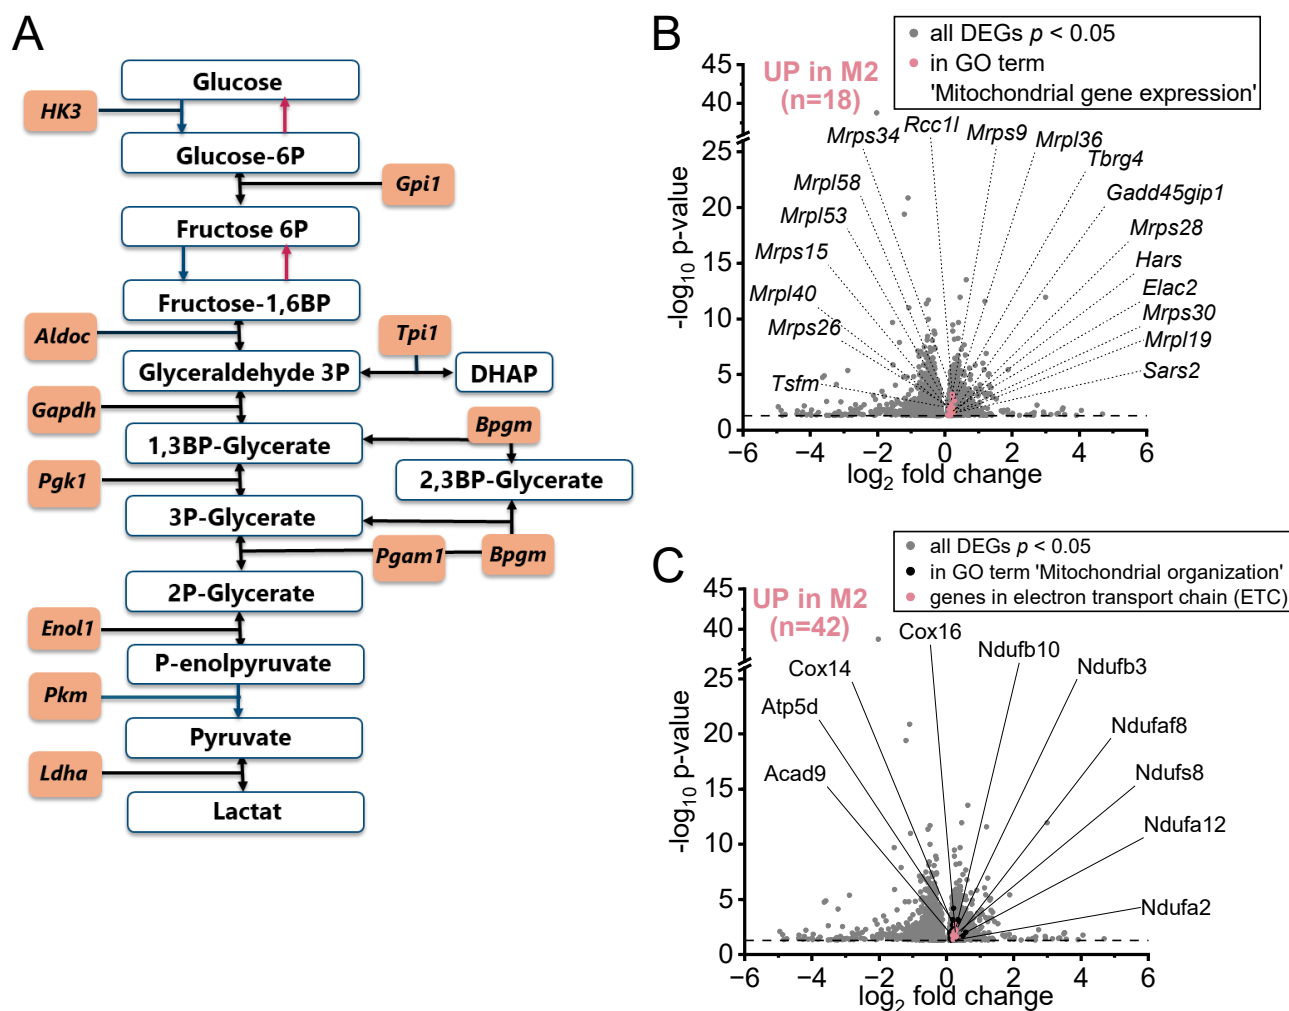

**Supplemental Figure 3. Alterations in Glycolytic and Mitochondrial Pathways in IGF2BP2 KO Macrophages.** (A) Schematic representation of the glycolytic pathway, highlighting genes (purple) that are significantly upregulated ( $p < 0.05$ ) in IGF2BP2 KO M2-polarized macrophages in KEGG pathway “Glycolysis” (B, C) Volcano plots of DEGs (shown in gray) of KO M2 vs. WT M2 macrophages, with significantly upregulated genes in (B) the GO term “Mitochondrial gene expression” (GO:0140053) highlighted in purple, and (C) the GO term “Mitochondrial gene expression” (GO:0140053) shown in black, with a subset of genes from the electron transport chain (ETC) highlighted in purple ( $n = 3$  mice per group).

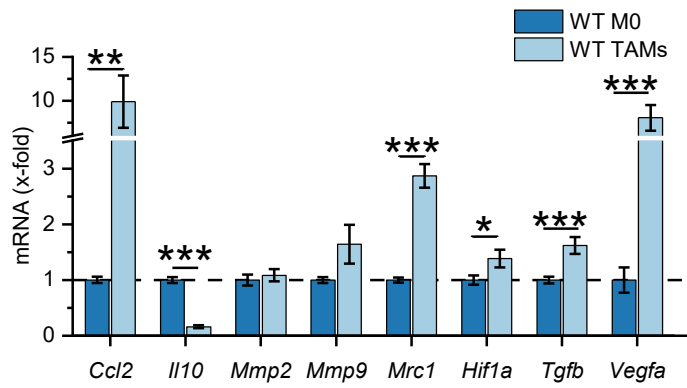

**Supplemental Figure 4. Elevated TAM Marker Expression in LLC1 TAM-like Macrophages.** BMMs were cultured in standard medium (M0) or TCM from LLC1 cells (TAM-like) for 8 hours. mRNA expression was measured by qPCR and normalized to *Ppia*. Expression of TAM-like macrophage markers is shown as a fold change of WT M0 (n = 6 mice per group, duplicates). Data are presented as mean  $\pm$  SEM. Statistical significance was determined by Student's t-test (\* $p$  < 0.05; \*\* $p$  < 0.01; \*\*\* $p$  < 0.001).

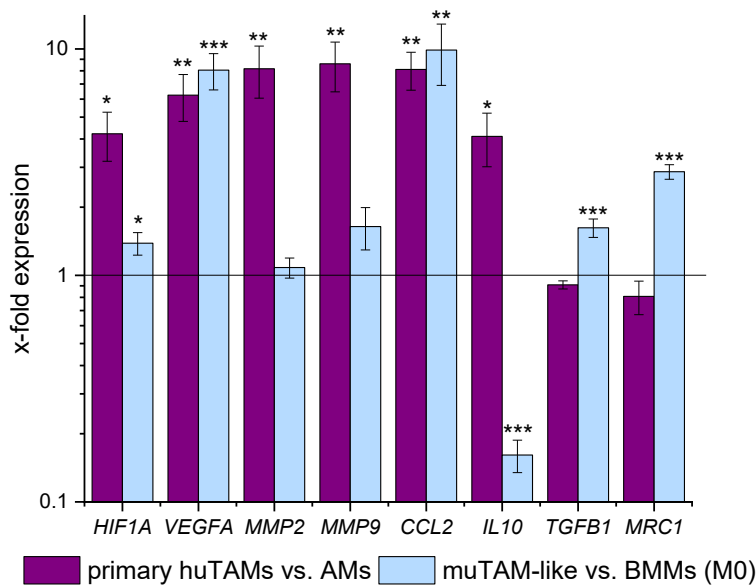

**Supplemental Figure 5. Comparison of TAM-associated gene expression in murine and human TAM(-like) macrophages.** mRNA expression of selected TAM-associated genes in murine BMMs cultured in standard medium (M0) or tumor-conditioned medium from LLC1 cells (TAM-like; n = 6 mice per group, duplicates) and in human tumor-associated macrophages (TAMs) versus matched alveolar macrophages (AMs) from GEO dataset GSE162669 (n = 3 donors per group, triplicates). Expression values are shown as x-fold change relative to M0 (for murine data) or AMs (for human data). Data are presented as mean  $\pm$  SEM. Statistical significance was determined by Student's t-test (\*p < 0.05; \*\*p < 0.01; \*\*\*p < 0.001).

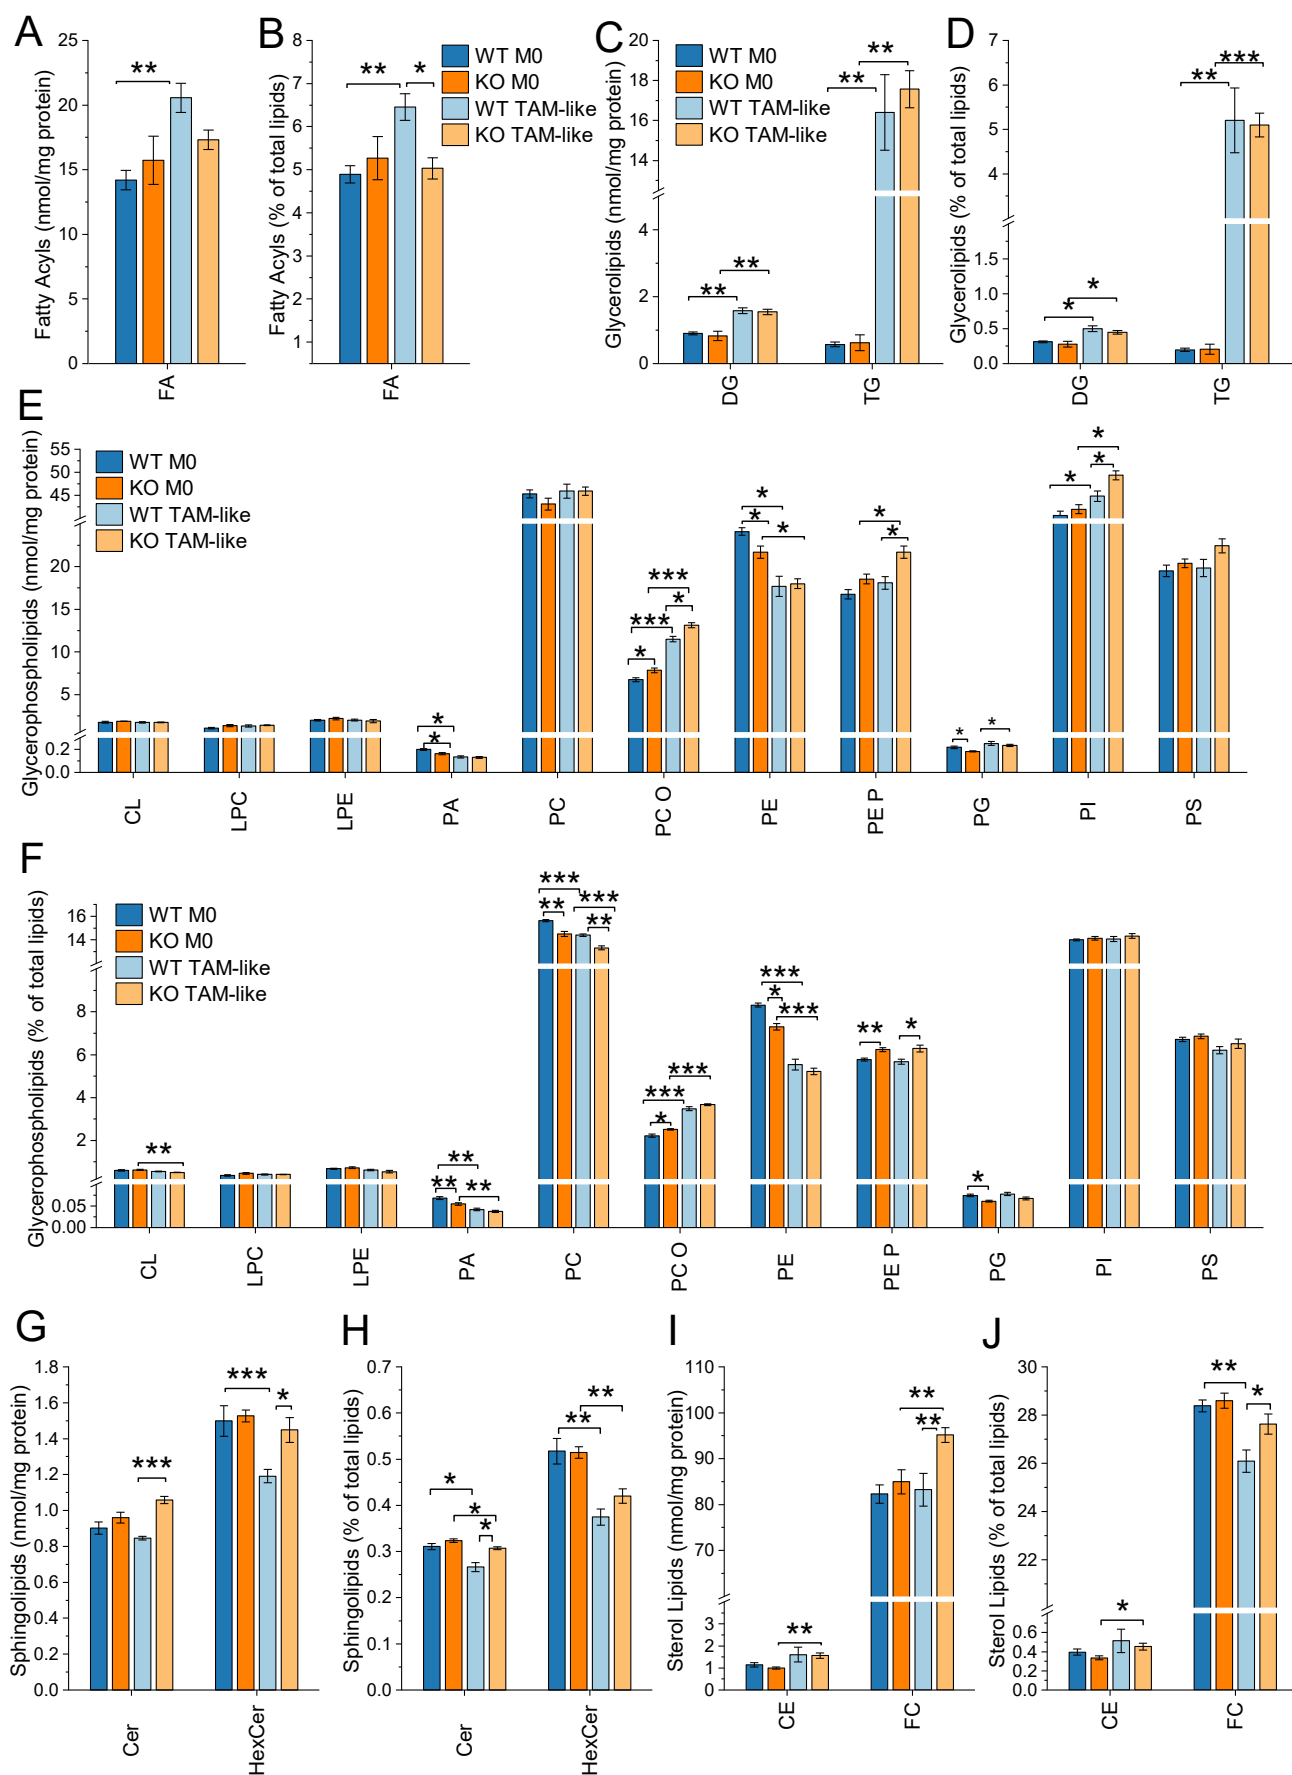

64

65 **Supplemental Figure 6. Lipid Classes in WT and IGF2BP2 KO Macrophages (M0 and TAM-like**  
66 **macrophages).** BMMs were cultured either in standard medium (M0) or in TCM from LLC1 cells for  
67 24 hours to induce TAM-like polarization. Lipid concentrations in WT and IGF2BP2 KO M0 and TAM-like  
68 macrophages were analyzed by mass spectrometry. Data are displayed as (A, C, E, G, I) absolute  
69 concentrations (nmol/mg protein) and (B, D, F, H, J) relative abundance, expressed as a percentage of total  
70 detected lipids. Lipid categories: (A-B) Fatty acyls, (C-D) Glycerolipids, (E-F) Glycerophospholipids, (G-H)  
71 Sphingolipids, (I-J) Sterol lipids. Data are presented as mean  $\pm$  SEM (n = 4 mice per group). Statistical  
72 significance was determined by ANOVA with Bonferroni's post hoc test (\* $p$  < 0.05; \*\* $p$  < 0.01;  
73 \*\*\* $p$  < 0.001).

74

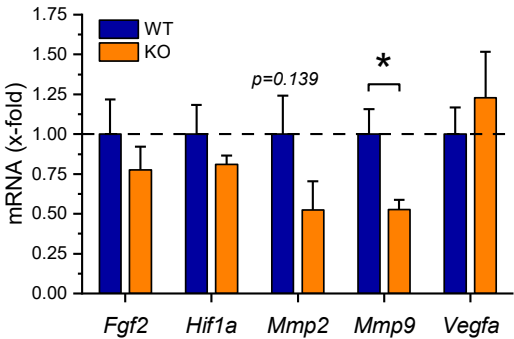

75 **Supplemental Figure 7. Expression of Angiogenesis-related Genes in IGF2BP2 MΦ-KO Tumors.** RNA  
76 was isolated from tumor tissue and mRNA expression levels of *Fgf2*, *Hif1a*, *Mmp2*, *Mmp9*, and *Vegfa* were  
77 normalized to *Ppia* and expressed as fold change relative to WT tumor tissue. Data are presented as mean  $\pm$   
78 SEM (n = 8 WT, n = 6 KO). Statistical analysis was performed using Student's t-test (\* $p$  < 0.05; \*\* $p$  < 0.01;  
79 \*\*\* $p$  < 0.001).  
80

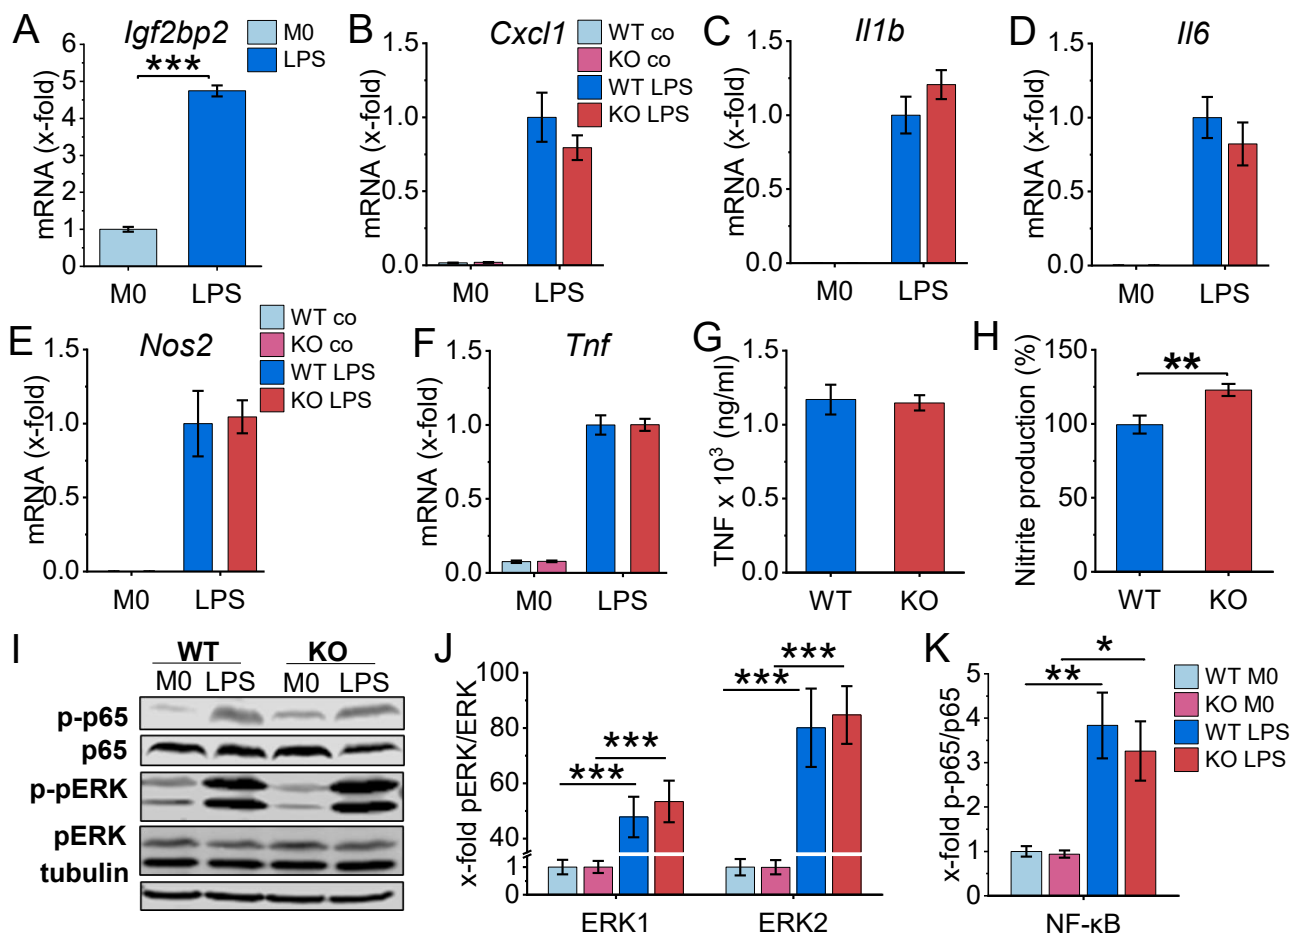

**Supplemental Figure 8. Regulation and Role of IGF2BP2 in LPS-activated BMMs** (A-G) BMMs were treated with 100 ng/ml LPS for 4 hours. (A, B) mRNA expression data were normalized to *Ppia* and expressed as x-fold of untreated WT control. A: *Igf2bp2* expression (n = 8 mice per group, duplicates). (B-F) Expression of *Cxcl1*, *Il1b*, *Il6*, *Nos2*, and *Tnf* (n = 5 mice per group, duplicates). (G) TNF secretion was measured by ELISA in LPS-treated BMMs (n = 8 mice per group, duplicates). (H) The relative nitrite production in LPS/IFN- $\gamma$  (100 ng/ml; 25 ng/ml; 24 h) treated BMMs was measured by Griess assay, with data normalized to WT (set to 100%) (n = 8 mice per group, triplicates). (I) ERK and NF- $\kappa$ B activation in WT and IGF2BP2 KO BMMs were assessed by Western blotting after 15 minutes of LPS (100 ng/ml) treatment. (J, K) Phosphorylated ERK (pERK) and phosphorylated p65 (pp65) signal intensities were quantified and normalized to their respective total (unphosphorylated) protein levels. Tubulin served as a loading control (n = 5 mice per group, duplicates). Data are presented as means  $\pm$  SEM. Statistical analysis was performed using ANOVA with Bonferroni's post hoc test (J,K) or Student's *t*-test (A, H) ( $p < 0.05$ ; \* $p < 0.01$ ; \*\* $p < 0.001$ ).

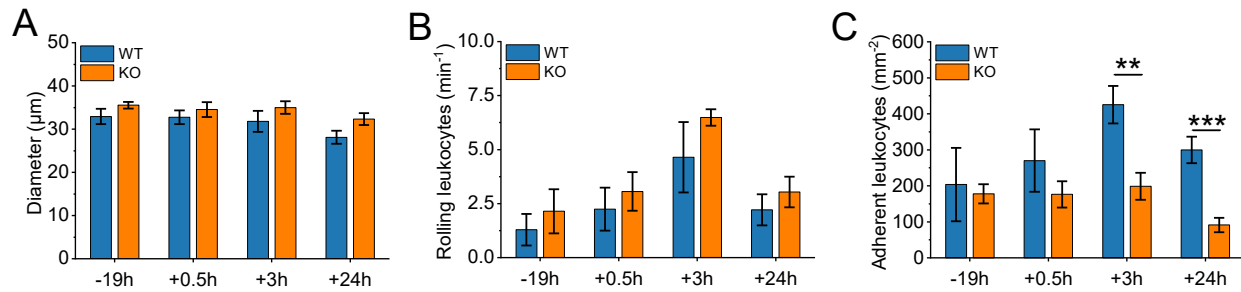

**Supplemental Figure 9. IGF2BP2 Modulates Leukocyte Adherence in Arterioles.** Intravital fluorescence microscopy of arterioles was used to assess microcirculatory changes. Quantification includes (A) arteriolar diameter (μm), (B) rolling leukocytes, and (C) adherent leukocytes in dorsal skinfold chambers of WT and IGF2BP2 MΦ-KO mice (n = 8 mice per group). Mice were exposed to LPS treatment for 0.5 hours, and WT and IGF2BP2 MΦ-KO animals were analyzed simultaneously. Measurements were obtained using intravital fluorescence microscopy and computer-assisted image analysis. Data are presented as mean ± SEM, with statistical significance determined using Student's t-test for individual time points (\*p < 0.05; \*\*p < 0.01; \*\*\*p < 0.001).

How the deposited data were processed for this re-analysis (not part of the article)

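RNA from bone marrow-derived macrophages of IGF2BP2 KO mice and WT littermates was measured untreated (M0) and after IL-4, in 3 libraries for each of the 4 groups. Conditions were taken from the sample labels. The control animals lacked floxed alleles.

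The authors deposited 1 file per library with expected counts, TPM and gene lengths for 38887 genes, which they made with FastQC, the Grape-nf pipeline and alignment to GRCm38/mm10. The deposited expected counts are not normalized and need not be whole numbers, because a read that matches several genes is shared among them, and 5.62% to 7.02% of the genes of a library had a fractional count. The authors' TPM are expected counts divided by effective length and scaled to a fixed sum per library, and the deposited posterior mean TPM are above 0 even for genes without reads. The tool and the annotation release behind the counts are not given in the sources used here. The authors also deposited 4 tables from DESeq2 over 21002 protein-coding genes, with the log2 fold change and its standard error, the Wald statistic as a score, the p-value and its Benjamini-Hochberg adjusted form, and as a signal the mean over libraries of counts divided by size factors. That mean is equal in the 4 tables, so all libraries were in 1 fit.

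Gene symbols, positions and 3' UTRs came from GENCODE mouse release 21, which gave a symbol to 37570 genes. Expected counts were rounded, genes with low counts were removed with filterByExpr over the 4 groups, which left 12846 genes, and library sizes were scaled by TMM. A model with 1 mean per group was fitted over all 12 libraries with edgeR 4.0.16 (quasi-likelihood, robust) in R 4.3.3. The comparisons were KO against WT in M0 and after IL-4, IL-4 against M0 in WT and in KO, and the difference of the KO effect between the states. Tests were two-sided, and genes were called at an adjusted p under 0.05. Gene lists were tested with camera of limma 3.58.1. The common biological coefficient of variation was 0.081, and the lowest correlation between log2 CPM of libraries of a group was 0.9845. No pair of libraries was a duplicate. Tested on simulated data at this depth, the fit recovered 70% of genes changed by a log2 of 0.5 in M0 and 68% after IL-4, and 14% and 16% at a log2 of 0.25, with 5.7% and 7.2% of the calls false. Changes well under 0.5 on the log2 scale are therefore often missed. The simulated libraries varied independently, and changes were set only in genes above a low mean count. Real libraries of the same genotype and number varied together, so these rates may not hold for the real data.

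Genes named in the text were chosen by a fixed rule. It takes every gene that the paper names for its RNA-Seq data, whose direction was known from the figures. For each KO comparison it takes the 8 genes with the largest increase and the 8 with the largest decrease among those called, with a mean of at least 5 TPM in 1 group and every library of one group above every library of the other. For IL-4 in WT it takes 5 and 5 by the same rule, for each list up to 4 called members with the largest change, and for the difference between the states up to 5 genes with the smallest adjusted p. Predicted genes without a name were passed over. Any other gene was named after its values were seen.

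The alternatives were DESeq2 1.42.0, upper-quartile factors, no filter, a filter on a mean of 5 TPM, only the 6 libraries compared, the replicate number as a block, leaving out each library, an unadjusted p, protein-coding genes only, limma-trend on log2(TPM + 1), and an estimated correlation in camera. Chosen after seeing the data were a block of replicate numbers within genotype, WT replicate 3 as the only WT libraries, the authors' p-values over the genes tested here, and other kinds of TPM in the principal components. The residuals of untreated and IL-4-treated libraries of the same genotype and number correlated at 0.103 to 0.364 over 6 pairs, while those of WT and KO libraries of the same number correlated at -0.075 to 0.040, so numbers pair libraries within a genotype and not across genotypes. That pairing comes from the data and not from the labels.

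DRACH sites were counted in 3' UTRs of at least 50 nt and compared with genes of matched length whose adjusted p was above 0.5, in 100000 draws. Genes of the mitochondrial genome were left out because none was among the genes tested, and reads per exon were not analysed here. Results on some single genes and gene lists are not reported here.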

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

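The tests of exchanged libraries, of the floxed exons, of WT replicates 1 and 2 and of other splits for the difference between the states, with or without the pairs of libraries kept, and the stromal score as a covariate, were chosen after the results were seen.

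The KO effect differed between IL-4 and M0 for 429 genes, 147 towards higher and 282 towards lower values after IL-4, in a test of the difference itself with edgeR's quasi-likelihood test (190 and 206, 396 in all, with upper-quartile factors). With the block within genotype, which takes up the pairing of libraries found in the data, the count was 1034, 372 higher and 662 lower. The count was 647 without WT_M0 replicate 1, 202 without WT_M0 replicate 2, 198 without WT_IL4 replicate 2, 219, 243 and 209 without KO_M0 replicates 1, 2 and 3, and 206 without KO_IL4 replicate 3. Of 100 labellings within the states 2, the real one included, gave as many genes, and the highest of the others gave 472. That labelling keeps the real M0 groups and sets WT_IL4 replicate 3 beside KO_IL4 replicates 2 and 3. Its difference thus still contains the real KO effect in M0. Most of these labellings part same-numbered libraries of a genotype, which varied together. Of the 10 labellings that keep these pairs, 1, the real one with 429 genes, gave as many and the highest other gave 0, but 10 are too few for a share under 0.05. The smallest adjusted p belonged to Id1, whose log2 fold changes differed by 1.86 (standard error 0.13, adjusted p = 2.39e-05 from edgeR), followed by Gas6 (0.95, adjusted p = 0.000692), Tnip1 (0.79), Icam1 (0.92) and Vsir (-0.70). Id1 stood at 31.36 ± 2.36 TPM (SD, n = 3) in untreated WT, 8.837 ± 0.954 in untreated KO, 32.62 ± 1.72 in IL-4-treated WT and 32.92 ± 1.61 in IL-4-treated KO.

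As sets, lists differed between the states by camera, with these medians of the difference in log2 fold change. They were 0.42 for inflammatory and NF-kB genes, 0.55 for the migration genes of Fig. 6A that the paper marks, 0.21 for the mitochondrial translation genes of Supplementary Fig. 3B that it marks, 0.18 for the respiratory chain genes of Supplementary Fig. 3C that it marks, 0.10 for the mitochondrial ribosome, 0.10 for complex I and 0.09 for complexes II to V. They were -0.46 for interferon-stimulated genes, -0.31 for cholesterol synthesis, -0.28 for DNA replication and repair, -0.13 for targets of hypoxia-inducible factor and -0.10 for the unfolded protein response. With an estimated correlation none of the 12 passed, with adjusted p values of 0.0649 for the genes of Fig. 6A, 0.114 for the inflammatory genes and 0.588 or more for the others.

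Genes that the paper does not discuss changed in both states. Log2 fold changes in M0 and after IL-4 were -8.30 and -8.57 for Lyz2, 1.25 and 1.88 for Kitl, 1.36 and 1.44 for Wdfy1, 1.69 and 1.16 for Hist1h2ao, and 1.35 and 1.14 for Slpi. Wdfy1 is on the list of genes that differ between mouse strains. The IL-4 call of Wdfy1 was lost without WT_IL4 replicate 2 (1.401), that of Hist1h2ao without any 1 of the WT_IL4, KO_M0 and KO_IL4 replicates (0.97 to 1.34), and that of Slpi without WT_M0 replicate 2, KO_M0 replicate 1 or 2, or any 1 of the WT_IL4 and KO_IL4 replicates.

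Igf2bp2 RNA stood at 92.8% of the WT level in untreated KO macrophages and at 64% after IL-4 (log2 fold change -0.65, adjusted p = 0.0409 from edgeR), while Lyz2 was nearly absent from KO libraries. The highest Lyz2 TPM of a library labelled KO was 0.45% of the lowest labelled WT of the same state, which argues against exchanged libraries. The deleted exons make up 2.97% of the transcript, so a transcript without them may keep most of the count of the whole gene. This stays open, as does the decrease after IL-4, because counts per exon were not analysed here. The paper reports the protein as near-undetectable in KO macrophages, which a count of RNA does not measure. The lower Igf2bp3 is not explained by reads shared with Igf2bp2, since Igf2bp3 changed by -2.16 on the log2 scale in M0.

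The 12 genes of Fig. 6A were lower in M0, and so were stromal markers. The median of these markers without the genes of the paper was -0.72 in M0, and the mean of Col1a1 was 7.323 TPM in WT and 4.38 in KO, but in M0 the shift rested on KO_M0 replicate 3, with a stromal score (centred mean log2 CPM of the markers) of -1.355, while KO_M0 replicates 1 and 2 (0.162 and 0.038) lay above WT_M0 replicate 2 (-0.063), and without that library the set was not called (adjusted p = 0.117 from camera of the fibroblast list). The bound set before the data were examined to clear stromal cells was not met. With a stromal score as a covariate, the fibroblast list moved from -0.73 to -0.06. That was fixed in advance, because the score is the mean of its markers outside the paper's lists. The 12 genes stayed at -0.83 (from -1.09 to -0.24), with 8 lower in place of 9. After IL-4 their lower calls went from 1 to 0, and those of the 33 adhesion and migration genes in M0 from 7 to 3. The 12 genes in M0 thus argue against stromal cells, as far as the score measures them, as the whole cause. The median of the 12 genes in M0 was -0.91 with WT replicate 3 as the only WT libraries, which argues against WT replicates 1 and 2 as the cause. WT_M0 replicate 3 also lay above the KO libraries in transcript length minus effective length, so a difference that goes with genotype stays open. An effect of the KO may remain, as a hypothesis found and tested on the same data, and a part from stromal cells stays open.

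Glycolysis genes were higher in untreated KO macrophages. The median was 0.12 with WT replicate 3 as the only WT libraries against 0.15 with all, and edgeR called 0 of 20 against 10, with 6 higher at an unadjusted p under 0.05. That setting leaves 1 WT library per state, so the lost calls and a contribution of WT replicates 1 and 2 cannot be told apart. An effect of the KO stays open as well.

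The dendritic cell list had a median of -0.47 in M0 beside higher MHC class II genes, with members from -1.38 to 0.10, and of 0.15 after IL-4 (from -0.98 to 0.43), where MHC class II genes were higher as well, so the bound set for it at 0 lies within their spread and the question stays open. Around Lyz2, 0% of 68 genes were called in both states against 0.69% of all genes, where 0.47 genes were expected, too few to decide on DNA of another strain carried along with the Cre insertion. Of 9 genes on a list of those that differ between mouse strains, Nnt, Wdfy1 and Ide were called in both states and Casp4 in M0, so a strain difference between KO and WT mice stays open as well.

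In fits of the 6 libraries compared, the real labels gave 988 genes for KO against WT in M0, 191 after IL-4, 5607 for IL-4 in WT and 7081 in KO. For each, 1 of 10 splits, the real one, gave as many and the highest other gave 0, but 10 splits are too few for a share under 0.05.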

How the results depend on the processing

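The block within genotype, WT replicate 3 as the only WT libraries, the authors' p-values and the other kinds of TPM were chosen after the results were seen. Changes well under 0.5 on the log2 scale are limited by 3 libraries per group. The pseudocount of 0.1 and median-ratio factors for TPM were not run, because the test uses counts. For the changes named below the cause was not tested, apart from the looser threshold of an unadjusted p and the fewer libraries that some settings hold. Where WT replicate 3 is the only WT library of a state, it is assumed to vary like the libraries of the other groups.

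Of 510 values of named genes, upper-quartile factors kept the direction and the side of the threshold of 487, no filter of 483 and WT replicate 3 as the only WT libraries of 382 (121 were no longer called), DESeq2 of 484 of 506, limma-trend of 421 of 498, and leaving out 1 library of 5526 of 6120. Of 126 list tests, 85 kept their side with an estimated correlation, most of them not called in either way, and 41 lost their call. The calls that remained were 2 of 14 for KO against WT in M0, 2 of 19 after IL-4 and 0 of 12 for the difference between the states. For IL-4 against M0, outside these tests, the calls went from 7 to 1 in WT and from 12 to 1 in KO. Reversed was Bpgm for IL-4 against M0 in WT, at 0.232 with limma-trend and 0.315 in the authors' values against -0.03.

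The count of genes for KO against WT in M0, 1245, was 3221 at an unadjusted p and 686 with limma-trend. The IL-4 count, 344, was 191 with only the 6 libraries, 2577 at an unadjusted p, 716 with DESeq2, 63 with limma-trend and 594 with the authors' p-values. IL-4 in WT, 6400, was 3754 with WT replicate 3 only. The count for the difference between the states, 429, was 2264 at an unadjusted p, 820 with DESeq2, 114 with limma-trend, 1034 with the block within genotype and 242 with WT replicate 3 only.

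With WT replicate 3 as the only WT libraries edgeR called 0 genes of Fig. 2A (7 with all), 0 of Fig. 2B (2), 0 of Supplementary Fig. 3B (2) and 0 of the glycolysis list in M0 (10). With only the 6 libraries compared the counts were 0 for Fig. 2B, 0 for Supplementary Fig. 3B, 6 for the glycolysis list and 4 for DNA replication after IL-4 (10). With no filter, Fig. 2B and Supplementary Fig. 3B had 1 each. At an unadjusted p there were 12, 17, 9 (Supplementary Fig. 3C, 0) and 22 (DNA replication), with DESeq2 5, 4, 1 and 16, and with limma-trend 1 for Fig. 2B, 0 for Supplementary Fig. 3B and 0 for DNA replication. The authors' p-values gave 5 for Fig. 2B and 1 for Supplementary Fig. 3C. Igf2bp2 after IL-4, -0.645, was not called with no filter (-0.639), limma-trend (-0.627) or WT replicate 3 only (-0.401).

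The first principal component in M0, 44.9%, carried 90.6% without logarithm and 35.4% with scaled genes. After IL-4, 42.5%, it carried 84.6%, 34.1%, 58.6% with mixed kinds of TPM and 50.1% with posterior mean TPM. Over all libraries, 75.5%, it carried 59.9%, 47.3%, 74.1% with no filter, 72.3% with mixed kinds and 73.9% with posterior mean TPM. The DRACH density in M0, 23.15 per kb, was 24.44 over the union of 3' UTRs.

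Leaving out 1 library in turn gave 454 to 1460 genes in M0, 26 to 750 after IL-4, 5581 to 6647 for IL-4 in WT, 6023 to 7027 in KO and 198 to 647 for the difference between the states. It gave 3 to 8 genes of Fig. 2A, 0 to 5 of Fig. 2B, 8 to 11 of Fig. 6A, 0 to 5 of Supplementary Fig. 3B, 0 to 2 of Supplementary Fig. 3C, 3 to 13 of the glycolysis list, 0 to 15 of DNA replication and 8 to 13 of the inflammatory list. Igf2bp2 ranged from -0.257 to 0.042 in M0, -0.751 to -0.565 after IL-4 and 0.953 to 1.257 for IL-4 in WT. The first component ranged from 43.6 to 60.3% in M0, 43.5 to 52.1% after IL-4 and 75.1 to 76.9% over all.

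With the replicate number as a block over all libraries the counts were 1326, 427, 6385, 6773 and 467, and 490 of 510 named values kept their side. WT and KO libraries share only a number. The block within genotype gave 7026 and 7478 genes for IL-4 in WT and KO and kept 278 of 286 named values, with 8 newly called.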

Differences from the paper's values

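The authors' p-values over the genes tested here, named below, were chosen after the values were seen.

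The share of variance on the first component in M0 is about 62% in Fig. 1E, read by eye, and 44.9% here. The alternatives for it ran from 35.4% with scaled genes to 90.6% without logarithm. On the second component the share is about 19% in Fig. 1E, read by eye, and 29.3% here, a larger gap in proportion. For the second component all 3 alternatives set before the data were examined differ as well, with 7.4% without logarithm, 32.4% with scaled genes and 29.2% with no filter. For Zfp618 after IL-4 the paper's supplementary file 4 gives a log2 fold change of -3.214 (standard error 0.817), and edgeR gives -1.159 here. It differs under every alternative set before the data were examined that gave it an adjusted p, with -1.151 by upper-quartile factors, -1.154 with no filter, -1.156 with the replicate block, -1.153 with protein-coding genes, and from -1.617 without KO_IL4 replicate 3 to -0.975 without KO_IL4 replicate 1. The 6 libraries compared, the stricter filter and limma-trend give no value for it. DESeq2 as run here gave it no adjusted p, and its log2 fold change there was not set beside the paper's.

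The paper marks 9 glycolysis genes as higher in Fig. 2A. By edgeR 8 of them, all but Bpgm, pass its threshold of an unadjusted p under 0.05, and with the authors' p-values 9 do. Adjusted, 7 are by edgeR and by DESeq2, 8 by limma-trend, which calls Bpgm, and 9 with the authors' p-values. Acss2 is called with the authors' p-values, without WT_M0 replicate 3 and without KO_M0 replicate 1. Of the 13 of Fig. 2B, 12 pass an unadjusted p by edgeR, without Tpi1 (p = 0.0706 from edgeR), and 13 with the authors' p-values. Adjusted, 2 pass by edgeR, 5 by DESeq2 and 5 with the authors' p-values. Of the 18 of Supplementary Fig. 3B, 17 pass an unadjusted p by edgeR, without Mrpl19 (p = 0.0578 from edgeR), and 18 with the authors' p-values. Adjusted, 2 pass by edgeR, 4 by DESeq2 and 3 with the authors' p-values. Of the 10 of Supplementary Fig. 3C, 9 pass an unadjusted p by edgeR, without Cox16 (p = 0.0551 from edgeR), and 10 with the authors' p-values. Adjusted, 0 pass by edgeR, 1 by DESeq2 and 1 with the authors' p-values. The genes that miss the unadjusted threshold thus miss it by edgeR and not with the authors' own p-values.

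Among the genes of Fig. 6A, Il1b is called by DESeq2, upper-quartile factors, the 6 libraries, the replicate block, protein-coding genes, the authors' p-values, and without WT_M0 replicate 3, WT_IL4 replicate 1 or WT_IL4 replicate 3. Over all genes tested, Sparc passes at an unadjusted p (0.0452) and under no other setting run, and it passes when adjusted over the list alone.

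The paper states that DRACH motifs are enriched in strongly lowered genes, which it tested with SEA and FIMO on another Gencode release. Here sites per kb were compared by permutation, so the measures differ and the values below do not repeat its test. The density was 23.15 per kb against 20.39 in matched genes (permutation test, p = 0.228), and over the union of 3' UTRs 24.44 against 20.32 (permutation test, p = 0.0479). These are the genes that edgeR calls. For the 8 genes of the paper's supplementary file 4, taken over both states, the density was 21.01 per kb against 20.36 in controls from M0 (permutation test, p = 0.687), and over the union 22.18 against 20.39 (permutation test, p = 0.223). The paper reports near-undetectable IGF2BP2 protein, and loss of Igf2bp2 RNA by qPCR with primers in the deleted exons. The RNA count over the whole gene, which does not show that deletion, had a log2 fold change of -0.11 in M0.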

Other observations

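The comparisons with WT replicate 3 as the only WT libraries were chosen after the results were seen.

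IL-4 lowered genes of proliferation in WT macrophages. Of 30 cell cycle genes 29 fell and 1 rose, with a median log2 fold change of -1.18 (adjusted p = 2.21e-06 from camera, adjusted p = 0.765 with an estimated correlation), and of 40 genes of DNA replication and repair 37 fell (-0.62; 3.57e-10 and 0.567). Of 24 genes of the unfolded protein response 18 rose (0.29; 0.000602 and 0.567). The largest increases in WT besides those of Retnla and Arg1 were those of Il31ra (11.66, adjusted p = 5.29e-10 from edgeR's quasi-likelihood test), Msx3 (9.43) and Mgl2 (9.18), and Fpr1 (-4.55), Ptges (-4.25) and Dnmt3l (-4.16) fell. IL-4 raised 4 of 5 dendritic cell genes (0.00664 from camera and 0.14 with an estimated correlation) and 6 osteoclast genes while 1 fell (0.00168 and 0.322).

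In untreated KO macrophages the mannose receptor gene Mrc1 fell from 90.06 ± 12.5 to 49.92 ± 4.19 TPM (SD, n = 3; log2 fold change -0.86, adjusted p = 0.000551 from edgeR), the 1 gene called of 23 induced by IL-4. Of 17 MHC class I genes H2-Q4 (-0.69), H2-Q6 (-1.95) and H2-Q7 (-1.16) fell and Nlrc5 (0.25) rose. After IL-4, Tfrc (-0.42, adjusted p = 0.0305 from edgeR) fell and the platelet factor gene Pf4 rose (0.38, adjusted p = 0.0393). Kitl stood at 30.42 ± 5.01 TPM (SD, n = 3) in untreated WT and 73.45 ± 4.26 in untreated KO, and at 27.77 ± 2.44 and 102.9 ± 20.8 after IL-4.

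Among markers of other cells in M0, 3 of 8 neutrophil genes fell, Ltf (-2.09), Ngp and S100a9, and Mmp8 rose (0.91). The median of these 8 was -0.93 with all WT libraries and 0.07 with WT replicate 3 as the only WT libraries. Cd83 (-1.06) fell among 5 dendritic cell genes, and Dcstamp (0.59) rose and Itgb3 fell among 8 osteoclast genes. With all libraries, edgeR and limma-trend on TPM called none of 30 cell cycle genes in either state, with 0 at an unadjusted p under 0.05 from edgeR in M0 and 3 lower after IL-4, where DESeq2 called 1 lower (0 in M0), and the median was -0.17 in M0 and -0.07 after IL-4. This was not so with WT replicate 3 as the only WT libraries, where edgeR called 15 lower in M0 (21 lower and 2 higher at an unadjusted p under 0.05; median -0.34) and 18 after IL-4 (26 lower; -0.43). That setting leaves 1 WT library per state, which is assumed to vary like the other groups.

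Near the altered loci, 2 of 16 listed genes beside Lyz2 rose in M0, Cpsf6 (0.21) and Mdm1 (0.51), and 1 fell. Beside Igf2bp2, 2 of 22 rose, Etv5 (0.32) and St6gal1 (0.34), and none fell. Of 68 genes within 10 Mb of Lyz2, 5.88% were called in M0, against 9.69% of all genes tested. Of 9 genes that differ between mouse strains, Nnt (0.44 in M0 and 0.40 after IL-4) and Wdfy1 rose in both states, Ide fell in both (-0.93 and -1.08) and Casp4 fell in M0 (-0.43).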
